# A Newly Identified lncBCAS1-4_1 Associated With Vitamin D Signaling and EMT in Ovarian Cancer Cells

**DOI:** 10.3389/fonc.2021.691500

**Published:** 2021-08-05

**Authors:** Yaqi Xue, Ping Wang, Fei Jiang, Jing Yu, Hongmei Ding, Zengli Zhang, Hailong Pei, Bingyan Li

**Keywords:** vitamin D, long noncoding RNAs, transcriptome, lncRNA-mRNA network, EMT, lncBCAS1-4_1

## Abstract

Long noncoding RNAs (lncRNAs) were identified rapidly due to their important role in many biological processes and human diseases including cancer. 1α,25-dihydroxyvitamin D3 [1α,25(OH)_2_D_3_] and its analogues are widely applied as preventative and therapeutic anticancer agents. However, the expression profile of lncRNAs regulated by 1α,25(OH)_2_D_3_ in ovarian cancer remains to be clarified. In the present study, we found 606 lncRNAs and 102 mRNAs that showed differential expression (DE) based on microarray data. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis indicated that the DE genes were mainly enriched in TGF-β, MAPK, Ras, PI3K-Akt, and Hippo signaling pathways, as well as the vitamin D-related pathway. We further assessed the potential lncRNAs that linked vitamin D signaling with EMT, and lncBCAS1-4_1 was identified in the first time. Moreover, we found that the most upregulated lncBCAS1-4_1 showed 75% same transcripts with CYP24A1 (metabolic enzyme of 1α,25(OH)_2_D_3_). Finally, the lncBCAS1-4_1 gain-of-function cell model was established, which demonstrated that the knockdown of lncBCAS1-4_1 inhibited the proliferation and migration of ovarian cancer cells. Furthermore, lncBCAS1-4_1 could resist the antitumor effect of 1α,25(OH)_2_D_3_, which was associated with upregulated ZEB1. These data provide new evidences that lncRNAs served as a target for the antitumor effect of 1α,25(OH)_2_D_3_.

## Introduction

Ovarian cancer is the leading cause of death caused by gynecologic malignancies (1). Despite the significant medical advances during the past decades, the 5-year survival rate of ovarian cancer is lower than 50% (2). Long noncoding RNAs (lncRNAs), with transcripts more than 200 nucleotides in length, were suggested to play fundamental roles in the development of tumor (3), due to the fact that lncRNAs may exhibit tumor suppressive or promoting functions through the regulation of transcription, translation, protein modification, and the formation of RNA–protein or protein–protein complexes (4). Therefore, lncRNAs are possible candidates of cancer biomarkers and/or therapeutic targets (5). Recently, 13 published papers investigated the expression of lncRNA in normal ovaries, ovarian cysts, and benign and malignant ovarian cancer (6–18), suggesting the important role of lncRNAs in ovarian cancer development and chemotherapeutic survival outcomes of patients. Thus, it is important to explore the potential of lncRNAs as a therapeutic target of ovarian cancer.

Accumulating evidences supported the role of vitamin D in reducing cancer risk and improving prognosis. The active metabolite of vitamin D, 1α,25 dihydroxyvitamin D3 [1α,25(OH)_2_D_3_], has been demonstrated to have an anticancer effect by inhibiting proliferation, inflammation, invasion, metastasis, and angiogenesis. In addition, 1α,25(OH)_2_D_3_ could promote apoptosis and differentiation (19, 20) through mitogen-activated protein kinase (MAPK), NF-κB, and PI3K−Akt-dependent signaling pathways (21–23). These findings indicate that 1α,25(OH)_2_D_3_ may play an important role in the control of cancer by mediating protein-coding genes. In addition, one and two reports studied vitamin D receptor (VDR)-regulated lncRNAs profiling in skin cancer and breast cancer, respectively (24–26). However, it is not clear which lncRNAs are regulated by 1α,25(OH)_2_D_3_ in ovarian cancer.

In the present study, the lncRNA and mRNA networks were constructed using microarray data, which were used to explore the profile of lncRNA in 1α,25(OH)_2_D_3_-treated human ovarian cancer SKOV3 cells comprehensively. Moreover, the potential lncRNAs that linked vitamin D signaling with EMT were analyzed, and lncBCAS1-4_1 was identified. Besides, the effect of lncBCAS1-4_1 on the proliferation and migration in 1α,25(OH)_2_D_3_-treated ovarian cancer cells was investigated.

## Materials and Methods

### Microarray Expression Profiling

SKOV3 cells were treated with 1α,25(OH)_2_D_3_ (100 nmol/L) or vehicle (the same concentration of ethanol) for 72 h. Total RNA was extracted with a TRIzol reagent (Thermo Fisher Scientific, Scotts Valley, CA, USA) and quantified using NanoDrop™ ND-2000 (Thermo Fisher Scientific). After RNA integrity was assessed using an Agilent Bioanalyzer 2100 (Agilent Technologies, CA, USA), sample labeling, microarray hybridization, and washing were performed based on the manufacturer’s standard protocols (OE Biotech Company, Shanghai, Design ID: 076500). Briefly, total RNA was transcribed to double-stranded cDNA and then synthesized into cRNA, which was labeled with Cyanine-3-CTP. The labeled cRNAs were hybridized onto the microarray. After washing, the arrays were scanned by the Agilent Scanner G2505C (Agilent Technologies).

### Differentially Expressed Gene Analysis

Limma (Version 3.8) package in R software was used to identify the differently expressed mRNAs (DE-mRNAs) and -lncRNAs (DE-lncRNAs) with a threshold of |log2 (fold change [FC])| > 2.0 and a false discovery rate [FDR (adjusted *p*-value)] < 0.05. The heatmap and volcano were constructed by the gplots package in R software.

### Functional Enrichment Analysis

To reveal the functions of DE genes, the Enricher database was used to conduct Gene Ontology (GO) annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses (27). The GO terms comprised of the following three divisions: biological process (BP), cellular component (CC), and molecular function (MF). A significance level of *p* < 0.05 was set as the cutoff criterion, and the plots were constructed by the gplots package in R software.

A PPI network of DE mRNAs was constructed using STRING 11.0 (http://string-db.org), with a combined score > 0.9 as the cutoff value. Significant modules in the PPI network were identified using MCODE 1.5.1 (a Cytoscape software plug-in).

### Construction of the lncRNA-mRNA Co-Expression Modules

The lncRNAs and mRNAs co-expression modules were further selected using Pearson correlation analysis. The lncRNA–mRNA pairs with a correlation coefficient > 0.9 and *p* < 0.05 were used for bidirectional clustering.

### Enrichment of EMT Signal Pathway in Ovarian Cancer Cells Treated With 1α,25(OH)_2_D_3_

Here, 200 EMT-related genes were downloaded from the Molecular Signature Database v7.1 (MSigDB) (http://www.broad.mit.edu/gsea/msigdb/). To identify the EMT pathway involved in 1α,25(OH)_2_D_3_-treated ovarian cancer cells, risk signature was used in Gene Set Enrichment Analysis (GSEA), and *p* < 0.05 and FDR > 2 were considered as statistically significant.

### Quantitative Real-Time PCR

Reverse transcription reactions consisted of 1 μg RNA and 2 μL of 5xPrimerScript RT Master Mix (TaKaRa, Japan) with a total volume of 10 μL. The primer sequences of RNA are shown in **Table 1**. Reactions were performed in a C100 PCR System (Bio-Rad, Hercules, CA, USA) for 15 min at 37°C. GAPDH was used as the internal control. The qPCR was performed using the SYBR Green (Roche, Basel, Switzerland) dye detection method on the ABI 7500 PCR instrument (Applied Biosystem, Foster City, CA, USA) under default conditions: 95°C for 10 s, 40 cycles of 95°C for 5 s, and 55°C for 30 s. The relative gene expression levels were analyzed by the 2^-ΔΔCt^ method, where ΔCt = Ct(target) – Ct(GADPH).

**Table 1:** Primer sequences for PCR.

Primers	5’-3’
lncBCAS1-4_1	F GGTAAGGGTGGGCTGGATTT
	R TGGAGTTGATGCTAGTGAATCCC
lncZNF599-3_6	F CCTCCGCTGACTTCAACCAA
	R CACTTCAAAACTGCAAAAAGGGC
lncMBOAT1-4_2	F GGAGAGTCACAGCTGGTCAA
	R GATGAGATGGCTCTGGGATGG
lncRWDD4-5_1	F GGACTTTGCTGTCGTGGGAC
	R CCGTAAAAGCACTGGCCGTAA
lncKRT7-2_2	F TGAAGTAGGAAGGAACGCAGC
	R CAGCTCACTTGTTCAGGGGT
CYP24A1	F CGCATCTTCCATTTGGCGTT
	R GCCTGGATGTCGTATTTGCG
E-cadherin	F CCCACCACGTACAAGGGTC
	R CTGGGGTATTGGGGGCATC
N-cadherin	F TGGCTCCACTGCTGGGTCCT
	R GCCAAAGCCTCCAGCAAGCA
Vimentin	F TACAGGAAGCTGCTGGAAGG
	R ACCAGAGGGAGTGAATCCAG
Twist1	F GCAAGATTCAGACCCTCAAGC
	R TCCATCCTCCAGACCGACAA
ZEB1	F TTCAAACCCATAGTGGTTGCT
	R TGGGGAGATACCAAACCAACTG
Slug	F CGAACCCACACATTGCCTTG
	R GTGAGGGCAAGAGAAAGGCT
GAPDH	F AGCCACATCGCTCAGACAC
	R GCCCAATACGACCAAATCC

### Construction of lncBCAS1-4_1 Loss/Gain Cell Model

Overexpression adenoviruses (OE) as well as control adenoviruses (empty vector, EV) of lncBCAS1-4_1 were purchased from GeneChem Corporation (Shanghai, China). The knockdown lncBCAS1-4_1 was produced by siRNA interference. Scramble control and silncBCAS1-4_1 were purchased from RiboBio Co., Ltd (Guangzhou, China) and transfected using riboFECT™ CP (Guangzhou, China) according to the manufacturer’s instructions. All oligonucleotide sequences are listed in **Table 2**.

**Table 2:** Target sequences of siRNA.

siRNA	Sense 5′- 3′
si-h-Lnc-BCAS1-4_001	GCTAAATGAACGGTCTGTA
si-h-Lnc-BCAS1-4_002	GCTGCGGTGGAAACGGTAA
si-h-Lnc-BCAS1-4_003	GGATTCACTAGCATCAACT

### Cell Proliferation Assay

Cell colony formation and the CCK-8 counting were used to assay cell proliferation, respectively. Briefly, 3×10^4^ OVCAR8 or 2.5×10^4^ SKOV3 cells were seeded onto 60-mm culture plates and transfected by adenoviruses or siRNAs for 72 h. After the cells were treated with 1α,25(OH)_2_D_3_ (100 nmol/L) or ethanol for 48 h, they were fixed with 75% alcohol and stained with 0.3% methyl violet for 20 min at room temperature. Then the colonies were dissolved by glacial acetic acid, and the absorbance value (AU) was detected at 585 nm with a microplate reader (Filter Max F5, Molecular Devices, CA, USA). The cell proliferation ratio was calculated as (AU_treatment group_ – AU_blank group_)/(AU_control group_ – AU_blank group_). All experiments were performed in triplicate.

According to the manufacturer’s instructions, approximately, 3×10^3^ OVCAR8 or 2.5×10^3^ SKOV3 cells per well were plated in triplicate into 96-well plates and treated with 1α,25(OH)_2_D_3_ for 48 h. The control group was treated with ethanol. At each of the desired time points, 10 μL of the CCK-8 solution was added and incubated for 1 h at 37°C, followed by measurement of absorbance at 450 and 630 nm with a microplate reader for quantifying the relative cell density. Cell viability was calculated as: (AU _450-treatment group_ – AU_630-treatment group_)/(AU_450-control group_ – AU_630-blank group_). All experiments were performed in triplicate.

### Cell Migration Assay

The cell migration was assessed using a wound healing assay. Cells were plated into a 6-well plate with FBS-free media for 12 h. Afterwards, cells cultured in the bottom of the well were scratched using a pipette tip to create a wound area. After 24 and 48 h, wounds (three images each well) were imaged under a microscope (40, CKX41F, Olympus, Tokyo, Japan) to detect the width of the gaps. Wound healing assay data are displayed as the migration index (%), which is calculated by the formula [(initial width) - (final width)]/(initial width). Values were normalized by the control group. Data points in the figure represent three independent experiments.

### Statistical Analysis

All microarray statistical data were analyzed in the R environment (R version: 3.6.3). Wilcoxon/Mann–Whitney test was used to analyze continuous variables, and Fisher’s exact test or chi-square test was used to analyze the categorical data. Experimental data were performed using GraphPad Prism 8 (GraphPad Software Inc., La Jolla, CA, USA). Quantitative data were presented as the mean ± standard deviation (SD). Statistical data were analyzed using an unpaired Student’s t-test. For all statistical analyses, a *p*-value less than 0.05 was regarded as statistically significant.

## Results

### Identification of Differentially Expressed lncRNA and mRNAs in 1α,25(OH)_2_D_3_ treated SKOV3 Cells

To identify the differentially expressed (DE) mRNAs and lncRNAs in human ovarian cancer cells, SKOV3 cells were treated with 1α,25(OH)_2_D_3_ or vehicle to obtain lncRNA and mRNA expression profiles by microarray analysis (GSE 173633). 

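SKOV3 is an established human ovarian cancer cell line, and 1α,25(OH)2D3 is the hormonally active form of vitamin D. The data analysed here come from 6 single-color Agilent arrays that carry probes for lncRNAs and mRNAs, 3 labelled as cells treated with 100 nmol/L 1α,25(OH)2D3 for 72 h and 3 labelled as cells treated with vehicle for the same time. The array labels spell the cell line in more than one way, and the paper's SKOV3 was used. The labels also name the mirVana kit for RNA extraction, whereas the paper names TRIzol. On each array 175812 spots held probes that are not controls, no spot was saturated, and between 1837 and 2471 spots were left out because the scanner software marked them as outliers. Between 49.1% and 57.6% of the probes were well above background on an array. Scanner signals, which Agilent's Feature Extraction software had corrected for background within each array, were averaged over the spots of a probe, scaled to the array's 75th percentile and converted to log2. Each probe was placed by matching its sequence to the GENCODE transcripts and the hg38 genome, and 72.1% of the 125601 probes matched a transcript exactly. A probe was called an mRNA probe when it matched a protein-coding transcript in sense, which held for 26899 probes, and 86887 others were called lncRNA probes. Probes well above background on all 3 arrays of at least 1 labelled group were tested with limma. The arrays labelled 1α,25(OH)2D3 replicates 1 and 2 share one slide, and the array labelled 1α,25(OH)2D3 replicate 3 shares the other with the vehicle arrays. The number of arrays limits the precision of every comparison. CYP24A1, which encodes the metabolic enzyme of 1α,25(OH)2D3, was high on 1 array labelled 1α,25(OH)2D3 and 2 arrays labelled vehicle and low on the other 3, so arrays are named by their labels throughout, and every direction is a direction between labels.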

Compared with control cells, 606 lncRNAs were dysregulated (fold change > 2.0, *p* < 0.05) in 1α,25(OH)_2_D_3_-treated SKOV3 cells, in which 381 lncRNAs were upregulated and 225 lncRNAs were downregulated. lnc-BCAS1-4_1 was the most upregulated lncRNA, with a 257.77-fold change (**Figure 1A, B**). In addition, among 102 dysregulated mRNAs, there were 81 upregulated mRNAs and 21 downregulated mRNAs. 

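The test covered 38237 lncRNA probes. A fold change above 2 in either direction with an unadjusted p under 0.05 in limma was found for 364 of them, of which 270 were higher and 94 were lower on the arrays labelled 1α,25(OH)2D3. Without the array labelled 1α,25(OH)2D3 replicate 3 the balance turned, with 407 probes higher and 499 lower. After Benjamini-Hochberg adjustment within the lncRNAs, 0 probes passed in limma at the same fold change, the smallest adjusted p was 0.644, and 2783 probes, or 7.3% of those tested, had an unadjusted p under 0.05. The threshold of the paper's methods, an absolute log2 fold change above 2 with an adjusted p under 0.05, gave 0 lncRNA probes in limma and 0 with the methods' t-test. With the unadjusted threshold kept, background correction by the normexp method left 10 probes, and without a filter on background there were 1545. The array probe for lncBCAS1-4_1 lies on chromosome 20 of hg38 from 54162581 to 54162640 on the minus strand. Its log2 signal relative to the array's 75th percentile was -2.43 ± 4.58 (SD, n = 3) on the arrays labelled 1α,25(OH)2D3 and 0.48 ± 4.52 (SD, n = 3) on those labelled vehicle, a log2 fold change of -2.92 with overlapping groups. The signal was 2.85 on the array labelled 1α,25(OH)2D3 replicate 2 and 3.09 on those labelled vehicle replicates 1 and 3. It was not well above background on the array labelled 1α,25(OH)2D3 replicate 1, at -5.24, on replicate 3 of that label, at -4.91, or on the array labelled vehicle replicate 2, at -4.73. The probe was therefore measured on no complete labelled group and was left out by the filter; without the filter its adjusted p was 0.806 in limma. The paper selected this lncRNA as the most dysregulated one and built the network of Fig. 3A on it.

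**Figure D1:**
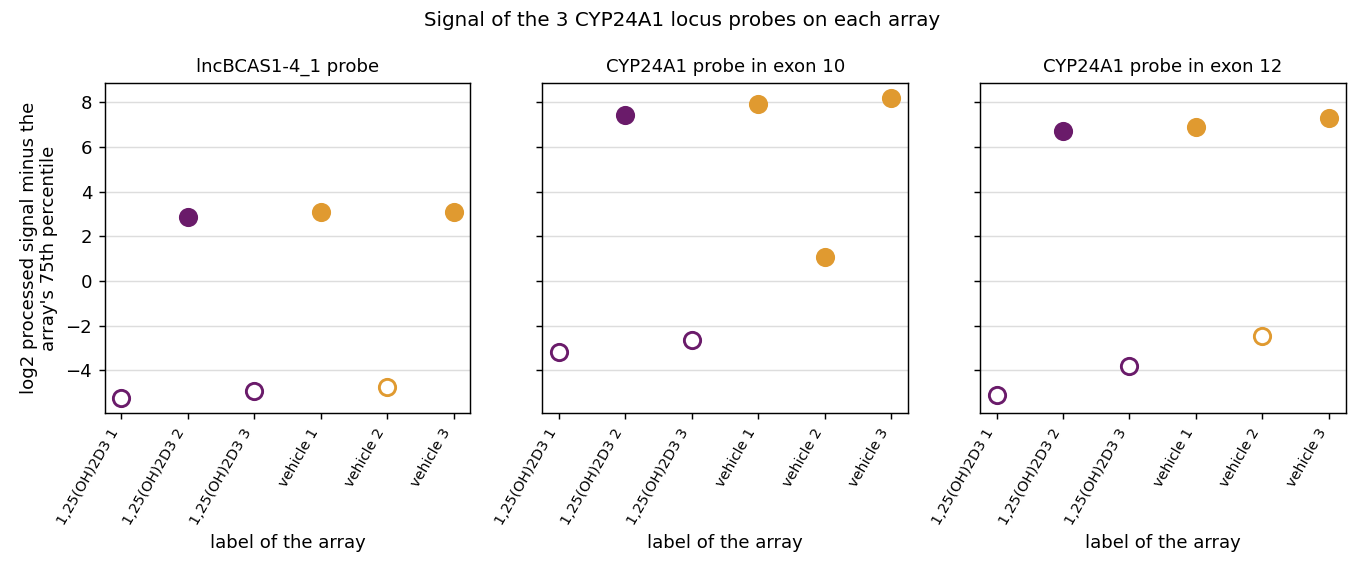
Log2 processed signal minus the array's 75th percentile (vertical axis) of the lncBCAS1-4_1 probe and of both CYP24A1 probes on each of the 6 arrays, named by label (horizontal axis). Each point is 1 array, purple for the label 1α,25(OH)2D3 and orange for the label vehicle, and open points were not well above background. All 3 probes are high on 1α,25(OH)2D3 replicate 2 and on vehicle replicates 1 and 3, where the lncBCAS1-4_1 probe lies between 2.85 and 3.09.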

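Of 19261 mRNA probes tested, 101 had a fold change above 2 and an unadjusted p under 0.05 in limma. On the arrays labelled 1α,25(OH)2D3, 68 of these were higher and 33 were lower. Without the array labelled 1α,25(OH)2D3 replicate 3, 64 were higher and 93 lower. No mRNA probe passed after Benjamini-Hochberg adjustment within the mRNAs: limma gave 0 at this fold change and 0 at the threshold of the methods, where the methods' t-test also gave 0. The smallest adjusted p was 0.863, and 903 mRNA probes, 4.7% of those tested, had an unadjusted p under 0.05. Leaving out the array labelled vehicle replicate 1 raised the unadjusted count to 366 and gave 6 mRNA probes at the threshold of the methods, and leaving out the array labelled 1α,25(OH)2D3 replicate 1 lowered it to 58.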

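CYP24A1 lies on the minus strand of chromosome 20 of hg38 from 54153446 to 54173986, and its principal transcript has 12 exons. It has 2 array probes, in exons 10 and 12. The brighter one, in exon 10, had a log2 signal of 0.55 ± 5.97 (SD, n = 3) on the arrays labelled 1α,25(OH)2D3 and 5.73 ± 4.04 (SD, n = 3) on those labelled vehicle. This is a log2 fold change of -5.18 (standard error 3.00, adjusted p = 0.863 in limma with Benjamini-Hochberg adjustment), the lowest of the 19261 mRNA probes tested, but the labelled groups overlapped. It passed the unadjusted threshold when 1α,25(OH)2D3 replicate 2 (-8.63) or vehicle replicate 2 (-7.51) was left out. Its signal was 7.43 on the array labelled 1α,25(OH)2D3 replicate 2, 7.93 and 8.19 on those labelled vehicle replicates 1 and 3, 1.07 on vehicle replicate 2, and not well above background on 1α,25(OH)2D3 replicates 1 and 3. The probe in exon 12 gave a log2 fold change of -4.64 between the labels, with signals of 6.70, 6.90 and 7.29 on the same 3 arrays. Signals of both probes thus divided the arrays in a way that the labels do not. From the authors' deposited log2 values, these 3 arrays against the others gave folds of 257.77 for lncBCAS1-4_1 and 1653.22 for the exon 12 probe. These are the paper's values, but the split was chosen after they were seen. The comparison between labels may therefore not be the one the paper made.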

Interestingly, the most upregulated mRNA transcript was CYP24A1, the metabolic enzyme of 1α,25(OH)_2_D_3_, and the fold change was 1653.22 (**Figures 1C, D**).

**Figure 1:**
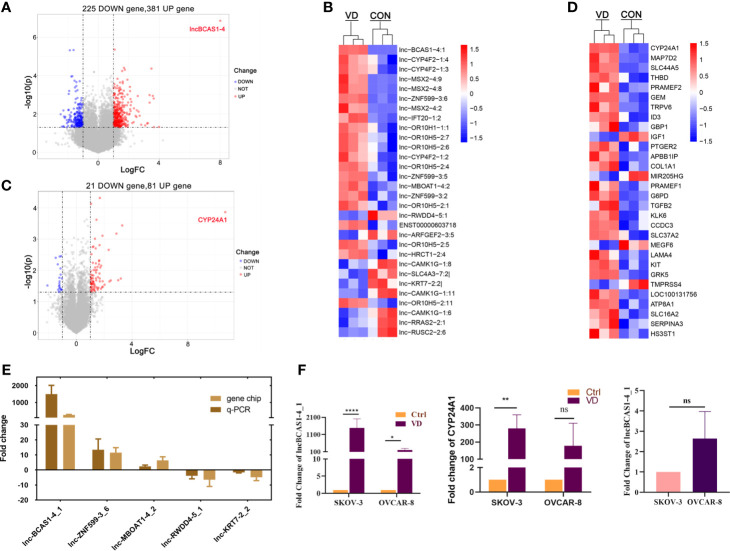
Distributions of differentially expressed genes in ovarian cancer cells treated with 1α,25((OH)_2_D_3_. The ascending normalized expression level in the heatmaps is colored from blue to red. Red means gene upregulation, blue indicates downregulation, and white means normal expression. Furthermore, each column represents a sample, and each row represents a differentially expressed gene. **(A)** The volcanoes of 606 DE lncRNAs; **(B)** the heatmaps of DE-lncRNAs; **(C)** the volcanoes of 102 DE-mRNAs; **(D)** the heatmaps of DE-mRNAs; **(E)** the validation of DE-lncRNAs by quantitative RT-PCR; and **(F)** the expressions of most-regulated lncBCAS-1_4-1 and CYP24A1 in SKOV3 and OVCAR8 treated by 1α,25(OH)_2_D_3_. *p < 0.05, **p < 0.01, ****p < 0.0001, NS, not significant.

To further validate the findings of the microarray analysis results, five dysregulated lncRNAs were confirmed using quantitative RT-PCR. lnc-BCAS1-4_1 and lnc-RWDD4-5_1 were selected as target lncRNAs with the most upregulated/downregulated expression. Lnc-ZNF599-3_6 was selected for its potential function of trans-regulating, and the other two (lnc-MBOAT1-4_2 and lnc-KRT7-2_2) were randomly selected. Consistently, their expressions from quantitative RT-PCR results were similar with those of the microarray analysis (**Figure 1E**). Similarly, the transcriptional levels of lncRNABCAS1-4_1 and CYP24A1 were indeed dramatically increased after 1α,25(OH)_2_D_3_ treatment (**Figure 1F**). 

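For each of the 5 lncRNAs measured by quantitative RT-PCR, the array probe that overlaps the RT-PCR product was used, or otherwise the probe of the same gene with the highest mean signal. The product for lncMBOAT1-4_2 lies on chromosome 6 of hg38 from 19538799 to 19538877, within the annotated lncRNA gene LNC-LBCS, which has 18 probes. Its chosen probe, which does not overlap the product, was the only one of the 5 chosen probes that passed the filter on background. Its log2 fold change between the labels was -0.15 (standard error 0.163, adjusted p = 0.778 in limma with Benjamini-Hochberg adjustment), and it became 0.04 with the slide as a block. The other probes of this gene that passed the filter ranged from -0.43 to 0.09. The chosen probe starts at 19803728, far from the product, so its value may not describe this lncRNA. The probes nearest the product start at 19534965 and 19534968, with log2 fold changes of 0.03 and -0.38. Both were left out by the filter. They were higher on 1α,25(OH)2D3 replicate 2 and vehicle replicates 1 and 3 than on the other arrays. The product for lncRWDD4-5_1 lies on chromosome 4 from 183731796 to 183731871, where no gene is annotated on its strand, and its probe had a log2 fold change of -0.04. The product for lncKRT7-2_2 lies on chromosome 12 from 52232681 to 52232752 within KRT7, and its brighter probe had a log2 fold change of 0.89, while the other was not well above background on any array. For lncZNF599-3_6, whose product lies on chromosome 19 from 34849446 to 34849515 within the annotated lncRNA gene LINC03049, the log2 fold change was -0.07, and the gene's other probes ranged from -1.18 to -0.53. These 3 probes were well above background on some arrays only, so the filter left them out of the test, and each was smaller than the SD within a labelled group. The sign for lncRWDD4-5_1 changed when single arrays were left out, with log2 fold changes from -0.74 to 1.08, as it did for lncZNF599-3_6, from -1.09 to 0.52.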

We searched with BLAST and found that lncBCAS1-4_1 showed 75% same transcripts with CYP24A1 (**Supplementary Data Figure S1**). 

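The sequence of lncBCAS1-4_1 given in Supplementary Data Figure S1 is 380 nt long and matches an annotated transcript of the gene CYP24A1 itself, on the minus strand of chromosome 20. This transcript has 2 exons. The first, from 54164452 to 54164548, is 97 nt long and lies wholly within exon 6 of the principal CYP24A1 transcript. The second, from 54162580 to 54162862, is 283 nt long, and begins with the 146 nt of exon 7 and runs on for 137 nt into intron 7. In total 243 nt, or 63.9% of lncBCAS1-4_1, are shared with exons of the principal transcript, and 36.1% are intron sequence there. The array probe for lncBCAS1-4_1 covers 60 nt of intron 7. The RT-PCR reverse primer and the siRNA targets 001 and 003 also lie wholly in intron 7. The siRNA target 002 has 15 nt in exon 7 and 4 nt in intron 7, and the forward primer has 1 nt in exon 7 and 19 nt in the intron. The array probe and the primers for lncBCAS1-4_1 therefore match no spliced principal transcript of CYP24A1 over their whole length, while any CYP24A1 RNA that keeps intron 7 contains them. In its discussion the paper names its overlap with CYP24A1, the relation of CYP24A1 to EMT and the role of TGF-β in EMT. On these grounds the paper focused on a link of lncBCAS1-4_1 with EMT.

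**Figure D2:**
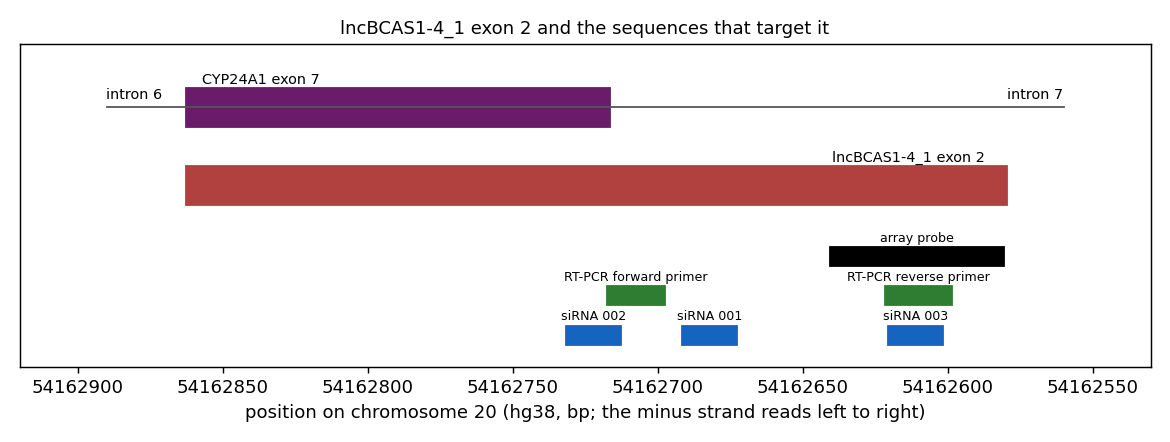
Map of exon 2 of lncBCAS1-4_1 on chromosome 20 (horizontal axis, position in bp of hg38, drawn from high to low so that the minus strand reads left to right). Boxes mark CYP24A1 exon 7, lncBCAS1-4_1 exon 2, the array probe, the RT-PCR primers and the siRNA targets, and the thin line is CYP24A1 intron. The array probe lies wholly in intron 7, from 54162581 to 54162640.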

Interestingly, the fold change is more remarkable in SKOV3 cells, which might be linked with the lower background of lncBCAS1-4_1 in SKOV3 cells (**Figure 1F**), indicating that the expression of lncBCAS1-4_1 could have influence on the efficacy of 1α,25(OH)_2_D_3_.

### Vitamin D-Regulated lncRNA–mRNA Network in Ovarian Cancer Cells

To explore the potential responsible mechanism of cancer cells for 1α,25(OH)_2_D_3_, KEGG pathway analysis was performed on the DE genes. The results indicated that DE mRNAs were mainly enriched in TGF-β, regulating pluripotency of stem cells, and Hippo signaling pathways (**Figure 2A**). 

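Among IGF1, TGFB2, IGFBP3 and COL1A1, 2 genes had a probe that passed the filter on background. The IGFBP3 probe had a log2 signal of 6.13 ± 0.50 (SD, n = 3) on the arrays labelled 1α,25(OH)2D3 and 6.75 ± 0.86 (SD, n = 3) on those labelled vehicle, a log2 fold change of -0.62 (standard error 0.437, adjusted p = 0.863 in limma with Benjamini-Hochberg adjustment). TGFB2, which encodes TGF-β2, had a log2 fold change of -0.26 (standard error 0.787, adjusted p = 0.964 in the same limma fit), whose sign turned when 1α,25(OH)2D3 replicate 1 or vehicle replicate 3 was left out. Neither gene passed after adjustment over the list alone or over all mRNA probes in limma, nor with an unadjusted p under 0.05. Without vehicle replicate 2, IGFBP3 had an unadjusted change above the fold threshold, with a log2 fold change of -1.06. The brighter IGF1 probe was well above background on 2 arrays labelled 1α,25(OH)2D3 and 1 labelled vehicle, with a log2 fold change of 0.82, and its other probe on 1 array only. COL1A1 was well above background on 1 array labelled 1α,25(OH)2D3 and 2 labelled vehicle, with a log2 fold change of -0.27 that became 0.41 without vehicle replicate 3. The filter left both IGF1 and COL1A1 out of the test.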

The hub genes with a degree connectivity in PPI network were enriched in insulin-like growth factor 1 (IGF1), which is known to induce cell proliferation (28), TGF-β2 (29), insulin-like growth factor-binding protein 3 (IGFBP3) (28), and COL1A1 (30), which are closely associated with the vitamin D endocrine system (**Figure 2B**). Then, we identified a top 5 lncRNAs–mRNAs networks including 5 lncRNAs and 140 mapped mRNAs (**Figure 2C** and **Supplementary Data Table S1**). 

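Supplementary Data Table S1 lists 140 lncRNA-mRNA pairs, formed by 5 lncRNAs and 56 distinct mRNAs, and 37 of the pairs contain lncBCAS1-4_1. For 33 of these 37 pairs the mRNA was matched to a probe by its symbol, and Pearson's correlation coefficient over the 6 arrays was computed again from log2 signals to set it beside the value in the table. Where a gene had several probes, the one with the highest mean signal was taken. With the authors' deposited log2 values, 24 of the 33 coefficients equalled those of the table at 4 decimals, and 28 lay within 0.05. With the signals scaled to the 75th percentile, 27 lay within 0.05 and the median difference was 0.0137. The coefficient of a pair does not depend on which array carries which label. Signals of lncBCAS1-4_1 fall into a high and a low cluster of 3 arrays each, so a correlation over the 6 arrays was not tested.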

GO enrichment analysis and subpathway analysis showed that “phagocytosis”, “cytoplastic side of plasma membrane”, and “growth factor activity” were significantly related to this module (**Figure 2D**). KEGG analysis for 140 mRNA from top 5 lncRNA–mRNAs networks revealed that cancer-related pathways were enriched in this network, e.g., Ras, MAPK, TGF-β, Rap1, and PI3K-Akt signaling pathway (**Figure 2E**).

**Figure 2:**
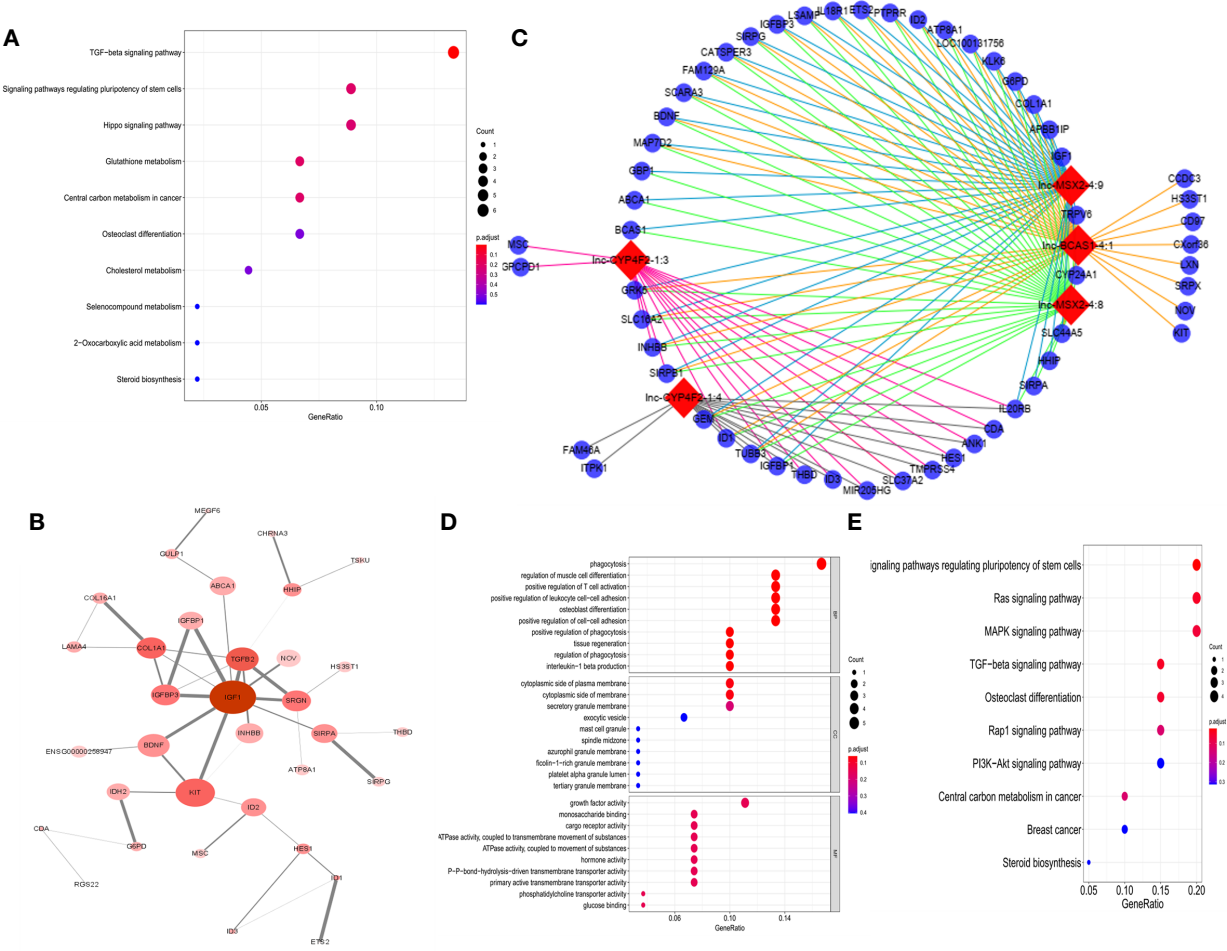
Function analysis of DE-RNAs. **(A)** The KEGG pathways from total DE-mRNAs, mean enrichment of genes in different pathways. The y-axis represents the pathways, and the x-axis represents enriched gene numbers; the color means adjusted p-value; the most important pathways. **(B)** The most significant hub genes identified by protein–protein interaction (PPI). **(C)** Vitamin D-regulated lncRNA–mRNA network including top 5 lncRNAs and 140 mapped mRNAs. The red nodes represent top 5 differentially expression lncRNAs, and the blue nodes represent mapped mRNA. **(D)** GO analysis contains the biological process (BP), cellular component (CC), and molecular function (MF). The x-axis represents the gene ratio, and the y-axis represents GO terms. The size of the circle indicates the gene count, and the color means adjusted p-value. **(E)** The KEGG pathways from top 5 lncRNA regulated-DE mRNAs. The y-axis represents the pathways, and the x-axis represents enriched gene numbers; the color means adjust p-value.

### Construction of the lncBCAS-1_4-1 as a Core of EMT Signal Pathway in 1α,25(OH)_2_D_3_ Treated Ovarian Cancer Cells

Next, we selected the most dysregulated lncRNA, lncBCAS1-4_1, to construct the lncRNA–mRNA network, and 83 mapped mRNAs were involved to explore the function of this module (**Figure 3A** and **Supplementary Data Table S2**). 

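Supplementary Data Table S2 lists 83 mRNAs paired with lncBCAS1-4_1, 17 of them with a negative coefficient, and 78 were matched to an array probe. Coefficients computed again from the authors' deposited log2 values equalled those of the table at 4 decimals for 59 of the 78 mRNAs and had the same sign for 74. The median difference from the table was 0.0134 with signals scaled to the 75th percentile. Of the 78 mRNAs, 63 passed the filter on background. Between the labels, 3 of the 63 had a fold change above 2 with an unadjusted p under 0.05 in limma, 2 higher and 1 lower on the arrays labelled 1α,25(OH)2D3. Over all 63, whether called or not, 15 log2 fold changes were positive and 48 negative. One of the 3, MIR205HG, has a probe classed here as lncRNA. In limma 0 passed when adjusted over the list alone and 0 when adjusted over all tested probes of their class, and since the paper chose this list on the same arrays, the former is not independent evidence. The count rested on single arrays, being 19 without the array labelled 1α,25(OH)2D3 replicate 2 (5 higher, 14 lower), 15 without that labelled vehicle replicate 2 (3 higher, 12 lower) and 0 without that labelled 1α,25(OH)2D3 replicate 1 or 3.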

GO analysis showed that “epithelial cell proliferation”, “collagen-containing extracellular matrix”, and “growth factor activity” were highly enriched in this network (**Figure 3B**). KEGG analysis also revealed that these genes mainly enriched in TGF-β, regulating pluripotency stem cells, MAPK, Ras, and Hippo signaling pathways (**Figure 3C**). Because the TGF-β signaling pathway repeatedly occurred, the EMT-related genes were applied to identify the significant pathway associated with 1α,25(OH)_2_D_3_; as shown in **Figure 3D**. The EMT pathway was significantly activated in this network (**Figure 3D**).

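The set of EMT-related genes behind Figure 3D is not analysed here, and the values given are those of the 6 EMT genes for which Table 1 lists primers. Of these, 5 were tested. TWIST1 had a log2 signal of 1.41 ± 0.10 (SD, n = 3) on the arrays labelled 1α,25(OH)2D3 and 1.83 ± 0.33 (SD, n = 3) on those labelled vehicle, a log2 fold change of -0.43 (standard error 0.199, adjusted p = 0.863 in limma with Benjamini-Hochberg adjustment). The log2 fold changes of ZEB1 and of SNAI2, which encodes Slug, were -0.14 and -0.36. CDH2, which encodes N-cadherin, and VIM, which encodes vimentin, had log2 fold changes of 0.13 and 0.04, but -0.15 and -0.05 with the other probe of each that passed the filter. The signs for CDH2, VIM and SNAI2 changed when single arrays were left out, those for CDH2 and VIM also with the slide as a block, and that for VIM with normexp background correction. The probe for CDH1, which encodes E-cadherin, was well above background on 1 array labelled vehicle alone and was left out by the filter. In limma 0 of the 5 genes passed when adjusted over the list alone, 0 when adjusted over all mRNA probes, and 0 had a fold change above 2 with an unadjusted p under 0.05.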

**Figure 3:**
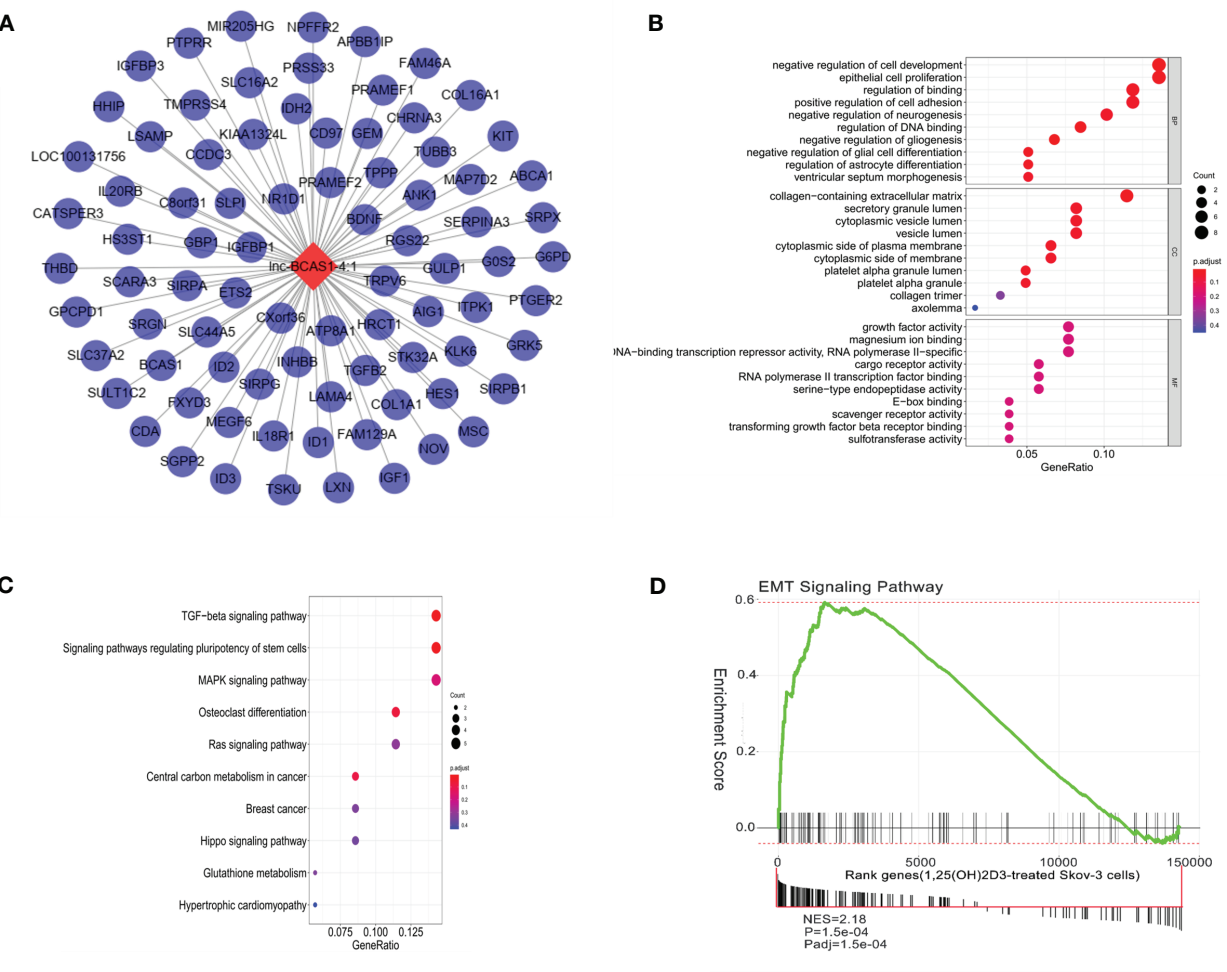
Function analysis of lncBCAS1-4_1. **(A)** lncBCAS1-4_1-mRNA networks. The red nodes represent top differentiated expression lncBCAS1-4_1, and the blue nodes represent mapped mRNA. **(B)** GO analysis contains the biological process (BP), cellular component (CC), and molecular function (MF). The x-axis represents the gene ratio, and the y-axis represents GO terms. The size of the circle indicates the gene count, and the color means adjusted p-value. **(C)** The KEGG pathways from lncBCAS1-4_1 regulated DE-mRNAs. The y-axis represents the pathway, and the x-axis represents enriched gene numbers; the color means adjust p-value. **(D)** Gene set enrichment analysis for EMT-related lncRNA signature in 1α,25(OH)_2_D_3_-treated SKOV3 cells.

### The Role lncBCAS-1_4-1 on Proliferation and Migration of Ovarian Cancer Cells

To validate the function of lncBCAS-1_4-1, SKOV3 cells were used to build up lncBCAS1-4_1 gain-of-function cell models (**Figure 4A**), while OVCAR8 cells were used to build up lncBCAS1-4_1 loss-of-function cell models (**Figure 4B**). The results of CCK8 (**Figure 4C**) and platting efficiency (**Figure 4D**) assay showed that overexpressed lncBCAS1-4_1 promoted proliferation, while knockdown of lncBCAS1-4_1 inhibited proliferation. Similarly, we found that the gain of lncBCAS1-4_1 increased migration, and the loss of lncBCAS1-4_1 decreased cell migration (**Figure 4E**). We then detected the expression of mRNAs associated with the EMT signaling pathway. The result demonstrated that overexpression of lncBCAS1-4_1 significantly upregulated the EMT mesenchymal marker including N-cadherin and Vimentin, as well as the EMT-related transcriptional factor (ZEB1) (**Figure 4F**).

**Figure 4:**
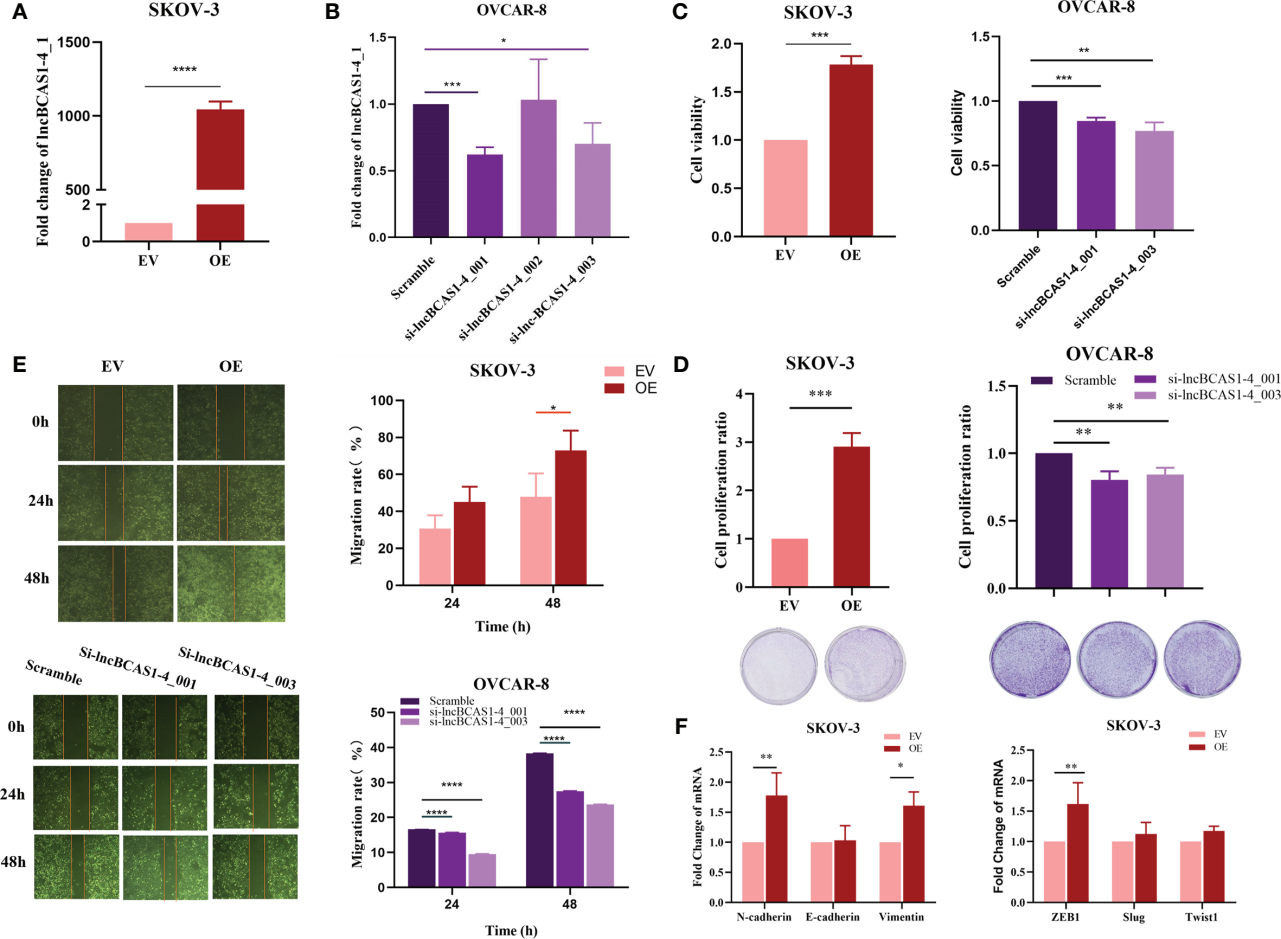
Effect of lncBCAS1-4_1 on proliferation and migration in ovarian cancer cells. **(A)** Compared with empty vector control cells (EV), the expression of lncBCAS1-4_1 was upregulated in SKOV3 cells transfected by adenovirus (OE) for 72 h. **(B)** The level of lncBCAS1-4_1 was downregulated in OVCAR8 cells transfected by siRNA (sh-lncBCAS1-4_001 and sh-lncBCAS1-4_003) for 72 h, compared to scramble control. **(C)** The cell viability was detected by CCK-8 after cells were transfected for 72 h. **(D)** The proliferation activity was detected by colony formation assay after the cells were transfected for 72 h. **(E)** The migration capacity was measured by wound healing assay after the cells were transfected for 72 h. **(F)** The mRNA levels of EMT-related genes were determined using RT-PCR. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### The Inhibition of 1α,25(OH)_2_D_3_ on Proliferation and Migration of Ovarian Cancer Cells Is Disrupted by lncBCAS-1_4-1

To ascertain the impact of lncBCAS1-4_1 on the antitumor action of vitamin D, ovarian cancer cells treated with 1α,25(OH)_2_D_3_ were interfered or overexpressed by the siRNA or adenovirus vector of lncBCAS1-4_1, respectively. As expected, the knockdown of lncBCAS1-4_1 significantly enhanced the 1α,25(OH)_2_D_3_ mediated antitumor effect, while overexpressed lncBCAS1-4_1 resisted the antitumor effect of 1α,25(OH)_2_D_3_ *in vitro* (**Figures 5A–C**). The results from **Figure 5D** showed that the expressions of Vimentin, ZEB1, and Twist1 were significantly reduced by 1α,25(OH)_2_D_3_ as compared to mock-vehicle negative control. However, the reduced ZEB1 levels in overexpressed lncBCAS1-4_1 SKOV3 cells were increased after treatment with 1α,25(OH)_2_D_3_. Taken together, these data indicated that the overexpression of lncBCAS1-4_1 significantly resisted the antitumor effect of 1α,25(OH)_2_D_3_, which was associated with upregulating ZEB1.

**Figure 5:**
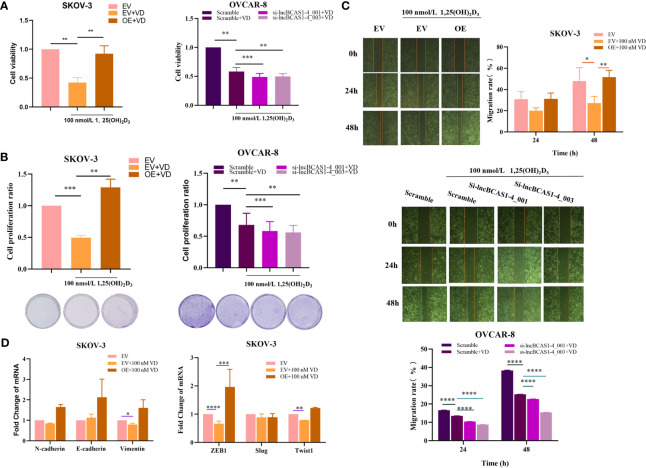
Effect of lncBCAS1-4_1 on proliferation and migration in ovarian cancer cells treated with 1α,25(OH)_2_D_3_. **(A)** The cell viability was detected by CCK-8 after lncBCAs1-4-gain SKOV3 and -loss OVCAR8 cells treated with 1α,25(OH)_2_D_3_ for 48 h. **(B)** The proliferation activity was detected by colony formation assay, after lncBCAs1-4-gain SKOV3 and -loss OVCAR8 cells treated with 1α,25(OH)_2_D_3_ for 48 h. **(C)** The migration capacity was measured by wound healing assay, after lncBCAs1-4-gain SKOV3 and -loss OVCAR8 cells treated with 1α,25(OH)_2_D_3_ for 48 h. **(D)** The mRNA levels of EMT-related genes were measured using RT-PCR. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Discussion

Previous reports demonstrated that 1α,25(OH)_2_D_3_ could regulate some protein-coding genes (31–33). Three studies showed that VDR regulated lncRNA profiling in skin and breast cancer (24–26). However, to date, there was no study investigating whether 1α,25(OH)_2_D_3_ could affect the expression pattern of lncRNAs in ovarian cancer. In the present study, 606 differentially expressed lncRNAs were dysregulated in 1α,25(OH)_2_D_3_-treated SKOV3 cells, in which 381 lncRNAs were upregulated and 225 lncRNAs were downregulated.

For DE-lncRNAs, we predicted their functions by clustering correlated mRNA and corresponding signaling pathways. Several DE-lncRNAs are closely associated with tumor development and progression, notably the Ras, MAPK, TGF-β, Rap1, PI3K-Akt, regulating pluripotency stem cells, and Hippo signaling pathways. It has been widely reported that 1α,25(OH)_2_D_3_ could inhibit TGF-β-induced EMT (19–26, 31–46) due to the fact that 1α,25(OH)_2_D_3_ inhibits β-catenin transcriptional activity by promoting VDR binding to β-catenin and inducing E-cadherin expression. Zerr et al. demonstrated that VDR was a negative regulator of the TGF-β/SMAD signaling pathway (47). 1α,25(OH)_2_D_3_ has inhibitory effect on cancer development through regulating MAPK and PI3K−Akt signaling pathways (21–23). In addition, there are also many lncRNAs that are predicted to be associated with the classic function of vitamin D by regulating glutathione metabolism, osteoclast differentiation, and cholesterol metabolism in this study. In a word, 1α,25(OH)_2_D_3_ dysregulated lncRNAs are likely to participate in some predicted tumor associated progression or some classical function of vitamin D. These associations are supposed to provide new orientations to explore the role of lncRNAs in tumor therapy and to improve vitamin D deficiency-related diseases.

The co-expression/regulatory networks of lncRNAs-mRNAs indicated that “TGF-β signaling pathway”, “epithelial cell proliferation”, and “Hippo signaling pathway” were significantly involved in 1α,25(OH)_2_D_3_ treated cancer cells. Up to date, there are lots of reports about how coding genes or non-coding genes to regulate EMT progress or EMT associated genes and transcription factors (48–51). Moreover, 1α,25(OH)_2_D_3_ was reported to have the effect on inhibiting the progression of EMT (31). Our results also showed that EMT signaling pathway was significantly activated in 1α,25(OH)_2_D_3_ treated ovarian cancer cells. It is plausible that these lncRNAs could mediate the EMT process by vitamin D signaling pathway, which supports our hypothesis that 1α,25(OH)_2_D_3_ has inhibitory effects on ovarian cancer cells by regulating lncRNA expression patterns.

In the present study, the most upregulated lncRNA was lncBCAS1-4_1, which has the closest relationship with the mRNA transcript of CYP24A1, because their 75% transcripts are the same. CYP24A1 is the gene coding the metabolic enzyme of 1α,25(OH)_2_D_3_, resulting in the loss of physiological activity by 1α,25(OH)_2_D_3_ (34). *In vitro* and *in vivo* studies also showed that CYP24A1 has been deemed as a candidate oncogene in many cancers, such as ovarian cancer (35), colorectal cancer (36, 37), prostate cancer (38), lung cancer (39), breast cancer (40), thyroid cancer (41), and so on. Moreover, a recent study showed that the upregulation of CYP24A1 and PFDN4 as well as nearby lncRNAs may be used as the potential diagnostic biomarker in colorectal cancer (52). Interestingly, it has been reported that mice with CYP24A1 knockout exhibited a fourfold reduction in thyroid tumor growth compared with wild-type CYP24A1 mice. They found that this phenotype was associated with the repression of the MAPK, PI3K/Akt, and TGFβ signaling pathways, and a loss of EMT in CYP24A1 knockout cells was also associated with the downregulation of genes involved in EMT, tumor invasion, and metastasis (53). Furthermore, functional analysis revealed that the TGF-β pathway was associated with lncBCAS1-4_1. Based on the 75% similarity with CYP24A1 and the relationship between CYP24A1 and EMT, as well as the key role of TGF-β in the EMT process, we focused on the link of lncBCAS1-4_1 and EMT. For the lncBCAS1-4_1 loss/gain cell model, the oncogenic role of lncBCAS1-4_1 was validated *in vitro*, and the overexpression of lncBCAS1-4_1 significantly resisted the antitumor effect of 1α,25(OH)_2_D_3_, which was associated with upregulated ZEB1. Thus, it was worthy to reveal the molecular mechanism of EMT-related lncRNAs in cancer and to demonstrate that lncBCAS1-4_1 can be a potential therapeutic target for patients.

Additionally, we also found that the most downregulated lncRNA (lnc-RWDD4-5_1) and IGFBP3 mRNAs were negatively correlated. After treatment with 1α,25(OH)_2_D_3_, the expression of lnc-RWDD4-5_1 was dramatically decreased, while that of IGFBP3 was increased (2.2-fold change). 

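On single arrays, the log2 signal of the lncRWDD4-5_1 probe was -1.19, -3.54 and -1.23 on those labelled 1α,25(OH)2D3 replicates 1, 2 and 3, and -2.79, 0.30 and -3.35 on those labelled vehicle replicates 1, 2 and 3. It was well above background on 2 arrays labelled 1α,25(OH)2D3 and 1 labelled vehicle. For IGFBP3 the corresponding log2 signals were 5.81, 6.71 and 5.87 with the label 1α,25(OH)2D3 and 6.79, 5.88 and 7.59 with the label vehicle. The 3 arrays with the higher lncRWDD4-5_1 signals were the 3 with the lower IGFBP3 signals, and each labelled group held arrays of both kinds. As the signals form separate clusters of 3 arrays, no correlation was tested.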

The most hub gene in the PPI network was IGF1, which can bind to IGFBP3. IGF1 and its binding proteins can promote cellular proliferation and inhibit apoptosis. *In vitro* studies showed that IGF1 increased ovarian cell growth and invasive potential (42). It is well documented that high IGF1 levels are significantly associated with early-stage cancer, nonserous histology, and optimal cytoreduction in epithelial ovarian cancers (43–45). Considerably, it is noteworthy that the most downregulated lncRNA (lnc-RWDD4-5_1) has a potential relationship with the hub gene (IGF1). However, the potential molecular mechanisms needed to be further verified.

There are also a couple of limitations to this study. Firstly, although the SKOV3 cell line is a useful model of ovarian cancer cells, it could not be used to predict the performance of 1α,25(OH)_2_D_3_ in actual tumors. And the action of 1α,25(OH)_2_D_3_ refers to different sets of genes in different cell lines (54–56). Secondly, the expressions of lncRNAs and mRNAs were analyzed by ovarian cancer cells, and further testing of these in the tumor tissues of patients is needed. Thirdly, the relationships among noncoding RNAs, mRNAs, and proteins need to be further investigated using bioinformatic prediction to understand their full function. Nevertheless, this is the first study of lncRNA expression patterns regulated by 1α,25(OH)_2_D_3_ in an ovarian cancer cell model, providing important basic data to support future work.

## Conclusions

In summary, we identified the 606 DE lncRNAs and 102 DE mRNAs in 1α,25(OH)_2_D_3_-treated ovarian cancer cells, which were mainly enriched in the cancer-related and vitamin D-related pathway. Moreover, by the lncBCAS1-4_1-mRNA core network, the EMT signal was identified, indicating the linkage of lncBCAS1-4_1 between EMT and vitamin D signaling. Furthermore, we established the lncBCAS1-4_1 loss/gain cell model and found that lncBCAS1-4_1 could abolish the antitumor effect of 1α,25(OH)_2_D_3_, which was associated with upregulating ZEB1. These data provide new evidence that lncRNAs can serve as targets for the antitumor effect of 1α,25(OH)_2_D_3_.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO Database and accession number GSE17363 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173633.

## Author Contributions

Conceptualization, HP and BL. Methodology, YX. Software, PW. Validation, YX, FJ, and JY. Formal analysis, PW and YX. Investigation, YX. Data curation, YX and JY. Writing—original draft preparation, YX, JY, HD, and FJ. Writing—review and editing, ZZ, HP, and BL. supervision, BYL. Project administration, ZZ, HP, and BL. Funding acquisition, FJ and BL. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by the National Natural Science Foundation of China (81872622 and 81703209) and a subproject of the National Key Research and Development Project (2018YFC0115703), and a project funded by the Priority Academic Program Development of Jiangsu Higher Education Institutions (PAPD).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] SungPLChangYHChaoKCChuangCM. Global Distribution Pattern of Histological Subtypes of Epithelial Ovarian Cancer: A Database Analysis and Systematic Review. Gynecol Oncol (2014) 133(2):147–54. 10.1016/j.ygyno.2014.02.016 24556058

[2] AllemaniCWeirHKCarreiraHHarewoodRSpikaDWangXS. Global Surveillance of Cancer Survival 1995-2009: Analysis of Individual Data for 25,676,887 Patients From 279 Population-Based Registries in 67 Countries (CONCORD-2). Lancet (9972) 2015:977–1010:385. 10.1016/S0140-6736(14)62038-9 PMC458809725467588

[3] BhanASoleimaniMMandalSS. Long Noncoding RNA and Cancer: A New Paradigm. Cancer Res (2017) 77(15):3965–81. 10.1158/0008-5472.CAN-16-2634 PMC833095828701486

[4] YaoRWWangYChenLL. Cellular Functions of Long Noncoding RNAs. Nat Cell Biol (2019) 21(5):542–51. 10.1038/s41556-019-0311-8 31048766

[5] LinCYangL. Long Noncoding RNA in Cancer: Wiring Signaling Circuitry. Trends Cell Biol (2018) 28(4):287–301. 10.1016/j.tcb.2017.11.008 29274663PMC5869122

[6] XuJWuJFuCTengFLiuSDaiC. Multidrug Resistant lncRNA Profile in Chemotherapeutic Sensitive and Resistant Ovarian Cancer Cells. J Cell Physiol (2018) 233(6):5034–43. 10.1002/jcp.26369 29219179

[7] LiuXDaiCJiaGXuSFuZXuJ. Microarray Analysis Reveals Differentially Expressed lncRNAs in Benign Epithelial Ovarian Cysts and Normal Ovaries. Oncol Rep (2017) 38(2):799–808. 10.3892/or.2017.5741 28656240PMC5562051

[8] CuiDMaJLiuYLinKJiangXQuY. Analysis of Long non-Coding RNA Expression Profiles Using RNA Sequencing in Ovarian Endometriosis. Gene (2018) 673:140–8. 10.1016/j.gene.2018.06.046 29920364

[9] LuYMWangYLiuSQZhouMYGuoYR. Profile and Validation of Dysregulated Long Noncoding RNAs and mRNAs in Ovarian Cancer. Oncol Rep (2018) 40(5):2964–76. 10.3892/or.2018.6654 30132558

[10] WangHFuZDaiCCaoJLiuXXuJ. LncRNAs Expression Profiling in Normal Ovary, Benign Ovarian Cyst and Malignant Epithelial Ovarian Cancer. Sci Rep (2016) 6:38983. 10.1038/srep38983 27941916PMC5150236

[11] HosseiniESMeryet-FiguiereMSabzalipoorHKashaniHHNikzadHAsemiZ. Dysregulated Expression of Long Noncoding RNAs in Gynecologic Cancers. Mol Cancer (2017) 16(1):107. 10.1186/s12943-017-0671-2 28637507PMC5480155

[12] ZhouMSunYSunYXuWZhangZZhaoH. Comprehensive Analysis of lncRNA Expression Profiles Reveals a Novel lncRNA Signature to Discriminate Nonequivalent Outcomes in Patients With Ovarian Cancer. Oncotarget (2016) 7(22):32433–48. 10.18632/oncotarget.8653 PMC507802427074572

[13] GuoLPengYMengYLiuYYangSJinH. Expression Profiles Analysis Reveals an Integrated miRNA-lncRNA Signature to Predict Survival in Ovarian Cancer Patients With Wild-Type BRCA1/2. Oncotarget (2017) 8(40):68483–92. 10.18632/oncotarget.19590 PMC562027228978132

[14] DingYYangDZZhaiYNXueKXuFGuXY. Microarray Expression Profiling of Long non-Coding RNAs in Epithelial Ovarian Cancer. Oncol Lett (2017) 14(2):2523–30. 10.3892/ol.2017.6448 PMC553012328781691

[15] LiuRZengYZhouCFWangYLiXLiuZQ. Long Noncoding RNA Expression Signature to Predict Platinum-Based Chemotherapeutic Sensitivity of Ovarian Cancer Patients. Sci Rep (2017) 7(1):18. 10.1038/s41598-017-00050-w 28154416PMC5428368

[16] GaoCZhaoDZhaoQDongDMuLZhaoX. Microarray Profiling and Co-Expression Network Analysis of lncRNAs and mRNAs in Ovarian Cancer. Cell Death Discovery (2019) 5:93. 10.1038/s41420-019-0173-7 31098301PMC6504870

[17] ShenLLiuWCuiJLiJLiC. Analysis of Long Non-Coding RNA Expression Profiles in Ovarian Cancer. Oncol Lett (2017) 14(2):1526–30. 10.3892/ol.2017.6283 PMC552975428789375

[18] LouYJiangHCuiZWangXWangLHanY. Gene Microarray Analysis of lncRNA and mRNA Expression Profiles in Patients With Highgrade Ovarian Serous Cancer. Int J Mol Med (2018) 42(1):91–104. 10.3892/ijmm.2018.3588 29577163PMC5979786

[19] DeebKKTrumpDLJohnsonCS. Vitamin D Signalling Pathways in Cancer: Potential for Anticancer Therapeutics. Nat Rev Cancer (2007) 7(9):684–700. 10.1038/nrc2196 17721433

[20] FeldmanDKrishnanAVSwamiSGiovannucciEFeldmanBJ. The Role of Vitamin D in Reducing Cancer Risk and Progression. Nat Rev Cancer (2014) 14(5):342–57. 10.1038/nrc3691 24705652

[21] HmamaZNandanDSlyLKnutsonKLHerrera-VelitPReinerNE. 1alpha,25-Dihydroxyvitamin D(3)-Induced Myeloid Cell Differentiation Is Regulated by a Vitamin D Receptor-Phosphatidylinositol 3-Kinase Signaling Complex. J Exp Med (1999) 190(11):1583–94. 10.1084/jem.190.11.1583 PMC219573010587349

[22] MeekerSSeamonsAPaikJTreutingPMBrabbTGradyWM. Increased Dietary Vitamin D Suppresses MAPK Signaling, Colitis, and Colon Cancer. Cancer Res (2014) 74(16):4398–408. 10.1158/0008-5472.CAN-13-2820 PMC413477424938764

[23] ZhangXZanelloLP. Vitamin D Receptor-Dependent 1 Alpha,25(OH)2 Vitamin D3-Induced Anti-Apoptotic PI3K/AKT Signaling in Osteoblasts. J Bone Miner Res (2008) 23(8):1238–48. 10.1359/jbmr.080326 PMC268017318410228

[24] JiangYJBikleDD. LncRNA Profiling Reveals New Mechanism for VDR Protection Against Skin Cancer Formation. J Steroid Biochem Mol Biol (2014) 144 Pt A:87–90. 10.1016/j.jsbmb.2013.11.018 24342142

[25] Kholghi OskooeiVGhafouri-FardSOmrani MirD. A Combined Bioinformatics and Literature Based Approach for Identification of Long Non-Coding RNAs That Modulate Vitamin D Receptor Signaling in Breast Cancer. Klin Onkol (2018) 31(4):264–9. 10.14735/amko2018264 30541308

[26] Kholghi OskooeiVGeranpayehLOmraniMDGhafouri-FardS. Assessment of Functional Variants and Expression of Long Noncoding RNAs in Vitamin D Receptor Signaling in Breast Cancer. Cancer Manag Res (2018) 10:3451–62. 10.2147/CMAR.S174244 PMC614071930254488

[27] KuleshovMVJonesMRRouillardADFernandezNFDuanQWangZ. Enrichr: A Comprehensive Gene Set Enrichment Analysis Web Server 2016 Update. Nucleic Acids Res (2016) 44(W1):W90–7. 10.1093/nar/gkw377 PMC498792427141961

[28] CiuleiGOrasanOHCosteSCCozmaANegreanVProcopciucLM. Vitamin D and the Insulin-Like Growth Factor System: Implications for Colorectal Neoplasia. Eur J Clin Invest (2020) 50(9):e13265. 10.1111/eci.13265 32379895

[29] Shirvani-FarsaniZBehmaneshMMohammadiSMNaserA. Vitamin D Levels in Multiple Sclerosis Patients: Association With TGF-Beta2, TGF-betaRI, and TGF-betaRII Expression. Life Sci (2015) 134:63–7. 10.1016/j.lfs.2015.05.017 26037400

[30] Gisbert-FerrandizLCosin-RogerJHernandezCMacias-CejaDCOrtiz-MasiaDSalvadorP. The Vitamin D Receptor Taq I Polymorphism Is Associated With Reduced VDR and Increased PDIA3 Protein Levels in Human Intestinal Fibroblasts. J Steroid Biochem Mol Biol (2020) 202:105720. 10.1016/j.jsbmb.2020.105720 32565249

[31] HouYFGaoSHWangPZhangHMLiuLZYeMX. 1alpha,25(OH)(2)D(3) Suppresses the Migration of Ovarian Cancer SKOV-3 Cells Through the Inhibition of Epithelial-Mesenchymal Transition. Int J Mol Sci (2016) 17(8). 10.3390/ijms17081285 PMC500068227548154

[32] HuangJYangGHuangYZhangS. Inhibitory Effects of 1,25(OH)2D3 on the Proliferation of Hepatocellular Carcinoma Cells Through the Downregulation of HDAC2. Oncol Rep (2017) 38(3):1845–50. 10.3892/or.2017.5848 28737824

[33] SchwartzZPedrozoHASylviaVLGomezRDeanDDBoyanBD. 1alpha,25-(OH)2D3 Regulates 25-Hydroxyvitamin D3 24R-Hydroxylase Activity in Growth Zone Costochondral Growth Plate Chondrocytes *via* Protein Kinase C. Calcif Tissue Int (2001) 69(6):365–72. 10.1007/s00223-001-1009-y 11800234

[34] LuoWJohnsonCSTrumpDL. Vitamin D Signaling Modulators in Cancer Therapy. Vitam Horm (2016) 100:433–72. 10.1016/bs.vh.2015.11.004 26827962

[35] KlossMFischerDThillMFriedrichMCordesTSalehinD. Calcidiol and Calcitriol Regulate Vitamin D Metabolizing Enzymes in Cervical and Ovarian Cancer Cells. Anticancer Res (2010) 30(11):4429–34.21115889

[36] HobausJTennakoonSHeffeterPGroeschelCAggarwalAHummelDM. Impact of CYP24A1 Overexpression on Growth of Colorectal Tumour Xenografts in Mice Fed With Vitamin D and Soy. Int J Cancer (2016) 138(2):440–50. 10.1002/ijc.29717 PMC483226126238339

[37] HorvathHCLakatosPKosaJPBacsiKBorkaKBisesG. The Candidate Oncogene CYP24A1: A Potential Biomarker for Colorectal Tumorigenesis. J Histochem Cytochem (2010) 58(3):277–85. 10.1369/jhc.2009.954339 PMC282549319901270

[38] LuoWYuWDMaYChernovMTrumpDLJohnsonCS. Inhibition of Protein Kinase CK2 Reduces Cyp24a1 Expression and Enhances 1,25-Dihydroxyvitamin D(3) Antitumor Activity in Human Prostate Cancer Cells. Cancer Res (2013) 73(7):2289–97. 10.1158/0008-5472.CAN-12-4119 PMC361858723358686

[39] ShiratsuchiHWangZChenGRayPLinJZhangZ. Oncogenic Potential of CYP24A1 in Lung Adenocarcinoma. J Thorac Oncol (2017) 12(2):269–80. 10.1016/j.jtho.2016.10.010 27793774

[40] OsanaiMLeeGH. CYP24A1-Induced Vitamin D Insufficiency Promotes Breast Cancer Growth. Oncol Rep (2016) 36(5):2755–62. 10.3892/or.2016.5072 27600601

[41] HuNZhangH. CYP24A1 Depletion Facilitates the Antitumor Effect of Vitamin D3 on Thyroid Cancer Cells. Exp Ther Med (2018) 16(4):2821–30. 10.3892/etm.2018.6536 PMC614387030233662

[42] KhandwalaHMMcCutcheonIEFlyvbjergAFriendKE. The Effects of Insulin-Like Growth Factors on Tumorigenesis and Neoplastic Growth. Endocr Rev (2000) 21(3):215–44. 10.1210/edrv.21.3.0399 10857553

[43] TerryKLTworogerSSGatesMACramerDWHankinsonSE. Common Genetic Variation in IGF1, IGFBP1 and IGFBP3 and Ovarian Cancer Risk. Carcinogenesis (2009) 30(12):2042–6. 10.1093/carcin/bgp257 PMC279231819858071

[44] PeetersPHLukanovaAAllenNBerrinoFKeyTDossusL. Its Major Binding Protein (IGFBP-3) and Epithelial Ovarian Cancer Risk: The European Prospective Investigation Into Cancer and Nutrition (EPIC). Endocr Relat Cancer (2007) 14(1):81–90. 10.1677/erc.1.01264 17395977

[45] HuangYFChengWFWuYPChengYMHsuKFChouCY. Circulating IGF System and Treatment Outcome in Epithelial Ovarian Cancer. Endocr Relat Cancer (2014) 21(2):217–29. 10.1530/ERC-13-0274 24273235

[46] Pendas-FrancoNAguileraOPereiraFGonzalez-SanchoJMMunozA. Vitamin D and Wnt/beta-Catenin Pathway in Colon Cancer: Role and Regulation of DICKKOPF Genes. Anticancer Res (2008) 28(5A):2613–23.19035286

[47] ZerrPVollathSPalumbo-ZerrKTomcikMHuangJDistlerA. Vitamin D Receptor Regulates TGF-Beta Signalling in Systemic Sclerosis. Ann Rheum Dis (2015) 74(3):e20. 10.1136/annrheumdis-2013-204378 24448349

[48] LiuYXueMDuSFengWZhangKZhangL. Competitive Endogenous RNA is an Intrinsic Component of EMT Regulatory Circuits and Modulates EMT. Nat Commun (2019) 10(1):1637. 10.1038/s41467-019-13370-4 30967542PMC6456586

[49] LiangYZhangCDZhangCDaiDQ. DLX6-AS1/miR-204-5p/OCT1 Positive Feedback Loop Promotes Tumor Progression and Epithelial-Mesenchymal Transition in Gastric Cancer. Gastric Cancer (2020) 23(2):212–27. 10.1007/s10120-019-01002-1 31463827

[50] FreihenVRonschKMastroianniJFreyPRoseKBoerriesM. SNAIL1 Employs Beta-Catenin-LEF1 Complexes to Control Colorectal Cancer Cell Invasion and Proliferation. Int J Cancer (2020) 146(8):2229–42. 10.1002/ijc.32644 31463973

[51] DhamijaSDiederichsS. From Junk to Master Regulators of Invasion: lncRNA Functions in Migration, EMT and Metastasis. Int J Cancer (2016) 139(2):269–80. 10.1002/ijc.30039 26875870

[52] SadeghiHNazemalhosseini-MojaradESahebiUFazeliEAzizi-TabeshGYassaeeVR. Novel Long Noncoding RNAs Upregulation may Have Synergistic Effects on the CYP24A1 and PFDN4 Biomarker Role in Human Colorectal Cancer. J Cell Physiol (2021) 236(3):2051–7. 10.1002/jcp.29992 32743796

[53] ZouMBaiteiEYBinEssaHAAl-MohannaFAParharRSSt-ArnaudR. Cyp24a1 Attenuation Limits Progression of Braf(V600E) -Induced Papillary Thyroid Cancer Cells and Sensitizes Them to BRAF(V600E) Inhibitor Plx4720. Cancer Res (2017) 77(8):2161–72. 10.1158/0008-5472.CAN-16-2066 PMC631788128242615

[54] LinRNagaiYSladekRBastienYHoJPetreccaK. Expression Profiling in Squamous Carcinoma Cells Reveals Pleiotropic Effects of Vitamin D3 Analog EB1089 Signaling on Cell Proliferation, Differentiation, and Immune System Regulation. Mol Endocrinol (2002) 16(6):1243–56. 10.1210/mend.16.6.0874 12040012

[55] KrishnanAVShinghalRRaghavachariNBrooksJDPeehlDMFeldmanD. Analysis of Vitamin D-Regulated Gene Expression in LNCaP Human Prostate Cancer Cells Using cDNA Microarrays. Prostate (2004) 59(3):243–51. 10.1002/pros.20006 15042599

[56] ZhangXLiPBaoJNicosiaSVWangHEnkemannSA. Suppression of Death Receptor-Mediated Apoptosis by 1,25-Dihydroxyvitamin D3 Revealed by Microarray Analysis. J Biol Chem (2005) 280(42):35458–68. 10.1074/jbc.M506648200 PMC324997616093247

# Supplementary material for: A Newly Identified lncBCAS1-4_1 Associated With Vitamin D Signaling and EMT in Ovarian Cancer Cells
**Source:** Front Oncol. 2021 Aug 5;11:691500. doi: 10.3389/fonc.2021.691500
**Supplement:** Supplementary file 1

## A newly identified lncBCAS1-4\_1 associated with Vitamin D signaling and EMT in ovarian cancer cells

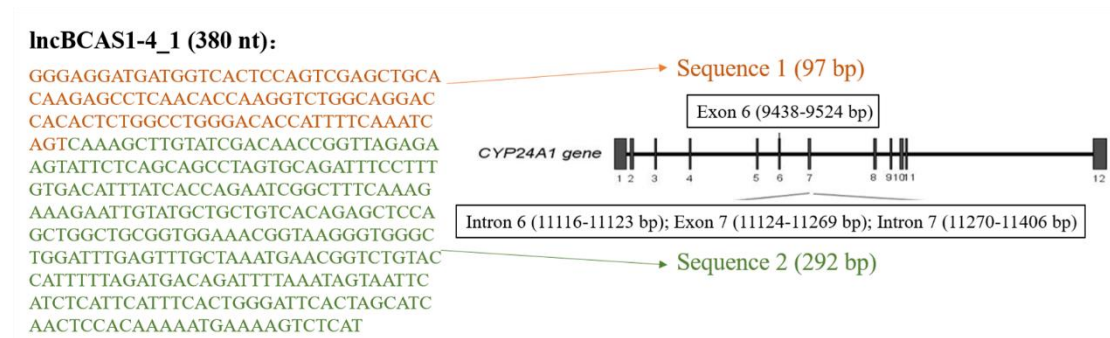

**Figure S1. The most upregulated lncBCAS1-4\_1 showed 75% same transcripts with CYP24A1.** ([http://genome.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr20%3A54161580%2D54169548&hgid=1131787533\\_zJzaPkdZDmOvATlwbT3pHo04Ms15](http://genome.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr20%3A54161580%2D54169548&hgid=1131787533_zJzaPkdZDmOvATlwbT3pHo04Ms15))

**Table S1. Top 5 lncRNAs-mRNAs networks regulated by Vitamin D**

| top 5 lncRNAs | mRNA         | correlation (r) |
|---------------|--------------|-----------------|
| lnc-BCAS1-4:1 | MAP7D2       | 0.9788          |
| lnc-BCAS1-4:1 | SLC44A5      | 0.9865          |
| lnc-BCAS1-4:1 | GEM          | 0.9798          |
| lnc-BCAS1-4:1 | TRPV6        | 0.9479          |
| lnc-BCAS1-4:1 | IGF1         | -0.9654         |
| lnc-BCAS1-4:1 | APBB1IP      | 0.9653          |
| lnc-BCAS1-4:1 | COL1A1       | 0.9066          |
| lnc-BCAS1-4:1 | G6PD         | 0.9808          |
| lnc-BCAS1-4:1 | KLK6         | 0.9102          |
| lnc-BCAS1-4:1 | CCDC3        | 0.9027          |
| lnc-BCAS1-4:1 | KIT          | 0.9373          |
| lnc-BCAS1-4:1 | GRK5         | 0.9819          |
| lnc-BCAS1-4:1 | LOC100131756 | 0.9725          |
| lnc-BCAS1-4:1 | ATP8A1       | 0.9394          |
| lnc-BCAS1-4:1 | SLC16A2      | 0.9338          |
| lnc-BCAS1-4:1 | HS3ST1       | 0.9019          |
| lnc-BCAS1-4:1 | INHBB        | 0.9220          |
| lnc-BCAS1-4:1 | ID2          | 0.9583          |
| lnc-BCAS1-4:1 | PTPRR        | 0.9600          |
| lnc-BCAS1-4:1 | ID1          | 0.9350          |

|                |          |         |
|----------------|----------|---------|
| lnc-BCAS1-4:1  | CD97     | 0.9325  |
| lnc-BCAS1-4:1  | CXorf36  | 0.9293  |
| lnc-BCAS1-4:1  | ETS2     | 0.9758  |
| lnc-BCAS1-4:1  | IL18R1   | 0.9354  |
| lnc-BCAS1-4:1  | LXN      | 0.9178  |
| lnc-BCAS1-4:1  | TUBB3    | 0.9190  |
| lnc-BCAS1-4:1  | LSAMP    | -0.9459 |
| lnc-BCAS1-4:1  | SRPX     | 0.9401  |
| lnc-BCAS1-4:1  | IGFBP3   | 0.9223  |
| lnc-BCAS1-4:1  | SIRPB1   | 0.9071  |
| lnc-BCAS1-4:1  | SIRPG    | 0.9139  |
| lnc-BCAS1-4:1  | CATSPER3 | 0.9897  |
| lnc-BCAS1-4:1  | FAM129A  | 0.9955  |
| lnc-BCAS1-4:1  | SCARA3   | 0.9453  |
| lnc-BCAS1-4:1  | NOV      | -0.9230 |
| lnc-BCAS1-4:1  | BDNF     | 0.9169  |
| lnc-BCAS1-4:1  | CYP24A1  | 0.9913  |
| lnc-CYP4F2-1:4 | THBD     | 0.9231  |
| lnc-CYP4F2-1:4 | GEM      | 0.9034  |
| lnc-CYP4F2-1:4 | ID3      | 0.9507  |
| lnc-CYP4F2-1:4 | MIR205HG | -0.9525 |
| lnc-CYP4F2-1:4 | SLC37A2  | 0.9241  |
| lnc-CYP4F2-1:4 | TMPRSS4  | -0.9096 |
| lnc-CYP4F2-1:4 | ID1      | 0.9239  |
| lnc-CYP4F2-1:4 | ITPK1    | 0.9251  |
| lnc-CYP4F2-1:4 | HES1     | 0.9591  |
| lnc-CYP4F2-1:4 | TUBB3    | 0.9106  |
| lnc-CYP4F2-1:4 | ANK1     | -0.9495 |
| lnc-CYP4F2-1:4 | IGFBP1   | 0.9692  |
| lnc-CYP4F2-1:4 | IL20RB   | -0.9607 |
| lnc-CYP4F2-1:4 | CDA      | 0.9163  |
| lnc-CYP4F2-1:4 | FAM46A   | 0.9400  |
| lnc-CYP4F2-1:3 | THBD     | 0.9440  |
| lnc-CYP4F2-1:3 | ID3      | 0.9844  |
| lnc-CYP4F2-1:3 | MIR205HG | -0.9774 |
| lnc-CYP4F2-1:3 | SLC37A2  | 0.9524  |
| lnc-CYP4F2-1:3 | GRK5     | 0.9012  |
| lnc-CYP4F2-1:3 | TMPRSS4  | -0.9167 |
| lnc-CYP4F2-1:3 | SLC16A2  | 0.9193  |
| lnc-CYP4F2-1:3 | INHBB    | 0.9421  |
| lnc-CYP4F2-1:3 | GPCPD1   | 0.9292  |
| lnc-CYP4F2-1:3 | ID1      | 0.9427  |
| lnc-CYP4F2-1:3 | HES1     | 0.9380  |
| lnc-CYP4F2-1:3 | ANK1     | -0.9831 |

|                |              |         |
|----------------|--------------|---------|
| lnc-CYP4F2-1:3 | IGFBP1       | 0.9858  |
| lnc-CYP4F2-1:3 | SIRPB1       | 0.9044  |
| lnc-CYP4F2-1:3 | MSC          | 0.9298  |
| lnc-CYP4F2-1:3 | IL20RB       | -0.9366 |
| lnc-CYP4F2-1:3 | CDA          | 0.9392  |
| lnc-MSX2-4:9   | GEM          | 0.9420  |
| lnc-MSX2-4:9   | TRPV6        | 0.9093  |
| lnc-MSX2-4:9   | GBP1         | 0.9109  |
| lnc-MSX2-4:9   | IGF1         | -0.9630 |
| lnc-MSX2-4:9   | APBB1IP      | 0.9267  |
| lnc-MSX2-4:9   | COL1A1       | 0.9393  |
| lnc-MSX2-4:9   | G6PD         | 0.9566  |
| lnc-MSX2-4:9   | KLK6         | 0.9069  |
| lnc-MSX2-4:9   | GRK5         | 0.9452  |
| lnc-MSX2-4:9   | LOC100131756 | 0.9215  |
| lnc-MSX2-4:9   | ATP8A1       | 0.9045  |
| lnc-MSX2-4:9   | SLC16A2      | 0.9545  |
| lnc-MSX2-4:9   | ABCA1        | -0.9360 |
| lnc-MSX2-4:9   | BCAS1        | 0.9759  |
| lnc-MSX2-4:9   | INHBB        | 0.9212  |
| lnc-MSX2-4:9   | ID2          | 0.9016  |
| lnc-MSX2-4:9   | PTPRR        | 0.9840  |
| lnc-MSX2-4:9   | ETS2         | 0.9931  |
| lnc-MSX2-4:9   | IL18R1       | 0.9023  |
| lnc-MSX2-4:9   | TUBB3        | 0.9566  |
| lnc-MSX2-4:9   | IGFBP1       | 0.9106  |
| lnc-MSX2-4:9   | LSAMP        | -0.9023 |
| lnc-MSX2-4:9   | IGFBP3       | 0.9825  |
| lnc-MSX2-4:9   | SIRPB1       | 0.9574  |
| lnc-MSX2-4:9   | SIRPG        | 0.9585  |
| lnc-MSX2-4:9   | CATSPER3     | 0.9375  |
| lnc-MSX2-4:9   | IL20RB       | -0.9090 |
| lnc-MSX2-4:9   | FAM129A      | 0.9718  |
| lnc-MSX2-4:9   | SCARA3       | 0.9080  |
| lnc-MSX2-4:9   | SIRPA        | 0.9496  |
| lnc-MSX2-4:9   | HHIP         | -0.9261 |
| lnc-MSX2-4:9   | BDNF         | 0.9615  |
| lnc-MSX2-4:9   | CYP24A1      | 0.9606  |
| lnc-MSX2-4:9   | MAP7D2       | 0.9387  |
| lnc-MSX2-4:9   | SLC44A5      | 0.9361  |
| lnc-MSX2-4:8   | GEM          | 0.9513  |
| lnc-MSX2-4:8   | TRPV6        | 0.9126  |
| lnc-MSX2-4:8   | GBP1         | 0.9032  |
| lnc-MSX2-4:8   | IGF1         | -0.9666 |

|              |              |         |
|--------------|--------------|---------|
| lnc-MSX2-4:8 | APBB1IP      | 0.9262  |
| lnc-MSX2-4:8 | COL1A1       | 0.9349  |
| lnc-MSX2-4:8 | G6PD         | 0.9560  |
| lnc-MSX2-4:8 | KLK6         | 0.9012  |
| lnc-MSX2-4:8 | GRK5         | 0.9545  |
| lnc-MSX2-4:8 | LOC100131756 | 0.9263  |
| lnc-MSX2-4:8 | ATP8A1       | 0.9060  |
| lnc-MSX2-4:8 | SLC16A2      | 0.9596  |
| lnc-MSX2-4:8 | ABCA1        | -0.9336 |
| lnc-MSX2-4:8 | BCAS1        | 0.9727  |
| lnc-MSX2-4:8 | INHBB        | 0.9283  |
| lnc-MSX2-4:8 | ID2          | 0.9138  |
| lnc-MSX2-4:8 | PTPRR        | 0.9846  |
| lnc-MSX2-4:8 | ID1          | 0.9057  |
| lnc-MSX2-4:8 | ETS2         | 0.9939  |
| lnc-MSX2-4:8 | IL18R1       | 0.9091  |
| lnc-MSX2-4:8 | TUBB3        | 0.9622  |
| lnc-MSX2-4:8 | IGFBP1       | 0.9201  |
| lnc-MSX2-4:8 | LSAMP        | -0.9149 |
| lnc-MSX2-4:8 | IGFBP3       | 0.9790  |
| lnc-MSX2-4:8 | SIRPB1       | 0.9611  |
| lnc-MSX2-4:8 | SIRPG        | 0.9627  |
| lnc-MSX2-4:8 | CATSPER3     | 0.9438  |
| lnc-MSX2-4:8 | IL20RB       | -0.9138 |
| lnc-MSX2-4:8 | FAM129A      | 0.9756  |
| lnc-MSX2-4:8 | SCARA3       | 0.9101  |
| lnc-MSX2-4:8 | SIRPA        | 0.9490  |
| lnc-MSX2-4:8 | HHIP         | -0.9198 |
| lnc-MSX2-4:8 | BDNF         | 0.9543  |
| lnc-MSX2-4:8 | CYP24A1      | 0.9669  |
| lnc-MSX2-4:8 | MAP7D2       | 0.9425  |
| lnc-MSX2-4:8 | SLC44A5      | 0.9387  |

**Table S2. The top lncBCAS1-4\_1-mRNAs networks regulated by Vitamin D**

| lncRNA        | mRNAs   | correlation (r) |
|---------------|---------|-----------------|
| lnc-BCAS1-4:1 | MAP7D2  | 0.9788          |
| lnc-BCAS1-4:1 | SLC44A5 | 0.9865          |
| lnc-BCAS1-4:1 | THBD    | 0.8869          |
| lnc-BCAS1-4:1 | PRAMEF2 | 0.8888          |
| lnc-BCAS1-4:1 | GEM     | 0.9798          |
| lnc-BCAS1-4:1 | TRPV6   | 0.9479          |
| lnc-BCAS1-4:1 | ID3     | 0.8811          |
| lnc-BCAS1-4:1 | GBP1    | 0.8391          |
| lnc-BCAS1-4:1 | IGF1    | -0.9654         |

|               |              |         |
|---------------|--------------|---------|
| lnc-BCAS1-4:1 | PTGER2       | 0.8686  |
| lnc-BCAS1-4:1 | APBB1IP      | 0.9653  |
| lnc-BCAS1-4:1 | COL1A1       | 0.9066  |
| lnc-BCAS1-4:1 | MIR205HG     | -0.8532 |
| lnc-BCAS1-4:1 | PRAMEF1      | 0.8841  |
| lnc-BCAS1-4:1 | G6PD         | 0.9808  |
| lnc-BCAS1-4:1 | TGFB2        | 0.8359  |
| lnc-BCAS1-4:1 | KLK6         | 0.9102  |
| lnc-BCAS1-4:1 | CCDC3        | 0.9027  |
| lnc-BCAS1-4:1 | SLC37A2      | 0.8646  |
| lnc-BCAS1-4:1 | MEGF6        | -0.8482 |
| lnc-BCAS1-4:1 | LAMA4        | 0.8819  |
| lnc-BCAS1-4:1 | KIT          | 0.9373  |
| lnc-BCAS1-4:1 | GRK5         | 0.9819  |
| lnc-BCAS1-4:1 | TMPRSS4      | -0.8746 |
| lnc-BCAS1-4:1 | LOC100131756 | 0.9725  |
| lnc-BCAS1-4:1 | ATP8A1       | 0.9394  |
| lnc-BCAS1-4:1 | SLC16A2      | 0.9338  |
| lnc-BCAS1-4:1 | SERPINA3     | 0.8338  |
| lnc-BCAS1-4:1 | HS3ST1       | 0.9019  |
| lnc-BCAS1-4:1 | TSKU         | 0.8263  |
| lnc-BCAS1-4:1 | ABCA1        | -0.8647 |
| lnc-BCAS1-4:1 | BCAS1        | 0.8937  |
| lnc-BCAS1-4:1 | INHBB        | 0.9220  |
| lnc-BCAS1-4:1 | GPCPD1       | 0.8393  |
| lnc-BCAS1-4:1 | KIAA1324L    | 0.8438  |
| lnc-BCAS1-4:1 | IDH2         | 0.8813  |
| lnc-BCAS1-4:1 | ID2          | 0.9583  |
| lnc-BCAS1-4:1 | PTPRR        | 0.9600  |
| lnc-BCAS1-4:1 | ID1          | 0.9350  |
| lnc-BCAS1-4:1 | CD97         | 0.9325  |
| lnc-BCAS1-4:1 | CXorf36      | 0.9293  |
| lnc-BCAS1-4:1 | ETS2         | 0.9758  |
| lnc-BCAS1-4:1 | CHRNA3       | 0.8455  |
| lnc-BCAS1-4:1 | NR1D1        | -0.8215 |
| lnc-BCAS1-4:1 | SRGN         | 0.8500  |
| lnc-BCAS1-4:1 | COL16A1      | 0.8283  |
| lnc-BCAS1-4:1 | IL18R1       | 0.9354  |
| lnc-BCAS1-4:1 | LXN          | 0.9178  |
| lnc-BCAS1-4:1 | ITPK1        | 0.8401  |
| lnc-BCAS1-4:1 | HES1         | 0.8578  |
| lnc-BCAS1-4:1 | TUBB3        | 0.9190  |
| lnc-BCAS1-4:1 | C8orf31      | -0.8609 |
| lnc-BCAS1-4:1 | ANK1         | -0.8772 |

|               |          |         |
|---------------|----------|---------|
| lnc-BCAS1-4:1 | NPFFR2   | -0.8276 |
| lnc-BCAS1-4:1 | PRSS33   | 0.8767  |
| lnc-BCAS1-4:1 | IGFBP1   | 0.8899  |
| lnc-BCAS1-4:1 | LSAMP    | -0.9459 |
| lnc-BCAS1-4:1 | SRPX     | 0.9401  |
| lnc-BCAS1-4:1 | SGPP2    | 0.8413  |
| lnc-BCAS1-4:1 | RGS22    | -0.8652 |
| lnc-BCAS1-4:1 | SLPI     | 0.8447  |
| lnc-BCAS1-4:1 | STK32A   | 0.8927  |
| lnc-BCAS1-4:1 | IGFBP3   | 0.9223  |
| lnc-BCAS1-4:1 | SIRPB1   | 0.9071  |
| lnc-BCAS1-4:1 | HRCT1    | 0.8563  |
| lnc-BCAS1-4:1 | G0S2     | 0.8528  |
| lnc-BCAS1-4:1 | SIRPG    | 0.9139  |
| lnc-BCAS1-4:1 | MSC      | 0.8174  |
| lnc-BCAS1-4:1 | SULT1C2  | 0.8604  |
| lnc-BCAS1-4:1 | FXVD3    | -0.8365 |
| lnc-BCAS1-4:1 | CATSPER3 | 0.9897  |
| lnc-BCAS1-4:1 | IL20RB   | -0.8360 |
| lnc-BCAS1-4:1 | FAM129A  | 0.9955  |
| lnc-BCAS1-4:1 | AIG1     | 0.8321  |
| lnc-BCAS1-4:1 | GULP1    | -0.8998 |
| lnc-BCAS1-4:1 | TPPP     | -0.8167 |
| lnc-BCAS1-4:1 | SCARA3   | 0.9453  |
| lnc-BCAS1-4:1 | SIRPA    | 0.8652  |
| lnc-BCAS1-4:1 | HHIP     | -0.8443 |
| lnc-BCAS1-4:1 | CDA      | 0.8799  |
| lnc-BCAS1-4:1 | FAM46A   | 0.8952  |
| lnc-BCAS1-4:1 | NOV      | -0.9230 |
| lnc-BCAS1-4:1 | BDNF     | 0.9169  |

---

How the deposited data were processed for this re-analysis (not part of the article)

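Expression was measured with single-color Agilent arrays in SKOV3 cells, 3 arrays labelled 1α,25(OH)2D3 (100 nmol/L, 72 h) and 3 labelled vehicle. The grouping was taken from the array labels and the paper's methods and was kept throughout. Slide 1 holds the arrays labelled 1α,25(OH)2D3 replicates 1 and 2, and slide 2 the other 4. The authors scanned the arrays with Agilent's Feature Extraction software, version 10.7.1.1, and deposited for every spot its intensity, on a linear scale: the mean brightness, the local background, and a processed signal that the software had detrended and corrected for background within the array, with flags for spots well above background, saturated or uneven. The authors also deposited a table of log2 values with 1 value per probe and array. Its columns, once sorted, differ by at most 0.00091, so these values had been normalized by quantiles between the arrays, and its rank correlation with the scanner signals of the same array was at least 0.9998. No column of another sample was in the table.

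From the scanner intensity, control spots and spots marked as outliers were left out, the processed signals of a probe's spots were averaged, and log2 values were taken relative to the 75th percentile of the array. On each array 49.1% to 57.6% of the probes were well above background. Of 125601 probes, 17 had no value on some array and were left out. The files give no gene for many probes, so every probe sequence was matched without mismatch to GENCODE release 44 transcripts and to the hg38 genome. Probes that matched a protein-coding transcript in sense were called mRNA probes (26899). Of the others, probes made for lncRNAs by their name or matched to a lncRNA transcript were called lncRNA probes (86887), and 11798 were left out of both classes. This rule was set before any fold change was computed.

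The comparison used limma 3.58.1 in R 4.3.3 with linear models and empirical Bayes moderation, without a covariate, on the probes that were well above background on all 3 arrays of at least 1 labelled group, and p-values were adjusted by the Benjamini-Hochberg method within each class. The thresholds were those of the paper's results (fold change above 2, unadjusted p under 0.05) and of its methods (absolute log2 fold change above 2, adjusted p under 0.05). For genes with several probes the probe with the highest mean over the 6 arrays was used. For an lncRNA with an RT-PCR product, a probe overlapping the product was preferred. The genes named are those named in the paper, the receptors and enzymes of vitamin D, and the 5 largest rises and falls per class among probes with an adjusted p under 0.05 and groups that do not overlap. No probe met the last condition, so it added none. GAPDH, named in the paper, has no probe among those classed as mRNA and is not given.

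The fit was tested on simulated data, in which 200 of 63372 probes were changed in 3 simulated arrays against 3. The adjusted threshold used here was a fold change above 2 with an adjusted p under 0.05, laxer than that of the methods. With this adjusted threshold limma recovered 70% of the changed probes and called 2 unchanged ones. With the unadjusted threshold it recovered 99% and called 312 unchanged probes. The t-test named in the methods recovered 22% and 98% and called 0 and 177 unchanged probes. The median error of the log2 fold change was 0.14. Recovery at the threshold of the methods was not computed.

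The alternatives were quantile normalization, normexp background correction with an offset of 50, the authors' deposited log2 values, no filter on background, a filter on all 6 arrays, the replicate number or the slide as a block, the methods' t-test, 1 probe per gene name or per lncRNA gene, other adjustments of the p-value, each array left out in turn, and the class of a probe by the family of its name. Rank correlations between arrays lay between 0.953 and 0.978. Correlation coefficients of Supplementary Data Tables S1 and S2 were computed again to compare them with the tables, and for Table S2 also after the mean of each labelled group was removed, beside random mRNA probes. One misspelled symbol of the tables was read as FXYD3, and 5 of the 83 mRNAs of Table S2 were not matched to a probe by a current or older symbol. The sequence of Supplementary Data Figure S1, the primers of Table 1 and the siRNA targets of Table 2 were placed by exact matches to hg38. Pathway, gene ontology, protein interaction and EMT gene set results of the paper are not analysed here, nor are the RT-PCR, proliferation and migration experiments.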

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

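All alternatives except the class of a probe by the family of its name were chosen before the data were examined, and that one was chosen after seeing the data. It gave 379 lncRNA and 135 mRNA probes past the unadjusted threshold, against 364 and 101.

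Counts past the unadjusted threshold moved with several choices. Normexp background correction left 10 lncRNA probes (6 higher, 4 lower) and 20 mRNA probes (8 higher, 12 lower). Without a filter on background there were 1545 and 279, and with probes well above background on all 6 arrays 104 and 42. The methods' t-test gave 120 and 25. Counting 1 probe per lncRNA gene gave 234, and 1 per gene name 250 lncRNAs and 77 mRNAs. Quantile normalization gave 330 lncRNA probes (222 higher, 108 lower) and 100 mRNA probes, and so did the authors' log2 values. With the slide as a block there were 522 lncRNA probes (294 higher, 228 lower) and 186 mRNA probes. Adjusted by the Benjamini-Hochberg method, within a class or over both, limma gave 0 of each. Leaving out 1 array gave 232 to 906 lncRNA probes, the lowest without 1α,25(OH)2D3 replicate 1 and the highest without 1α,25(OH)2D3 replicate 3 (407 higher, 499 lower), and 58 to 366 mRNA probes, the lowest without 1α,25(OH)2D3 replicate 1 and the highest without vehicle replicate 1. Without 1α,25(OH)2D3 replicate 3, 64 mRNA probes were higher and 93 lower, against 68 and 33 with all arrays. Without vehicle replicate 2 it was 50 and 47, and with the filter on all 6 arrays 22 and 20. At the threshold of the methods the lncRNA count was 0 in limma under every alternative run. The mRNA count was 0 except without vehicle replicate 1, where it was 6, so leaving out an array gave 0 to 6. A filter changes which probes can be called. For the other changes the cause was not tested.

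The replicate numbers do not pair the arrays: deviations from the labelled group means correlated at 0.124, 0.094 and -0.035 between arrays with the same number. With the replicate block, limma gave 435 lncRNA and 137 mRNA probes past the unadjusted threshold and 0 at that of the methods.

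Between the labels, the log2 fold change of lncBCAS1-4_1 was -5.56 to -1.51 with an array left out, and that of CYP24A1 -8.63 to -3.33. CYP24A1 passed the unadjusted threshold without 1α,25(OH)2D3 replicate 2 (-8.63) and without vehicle replicate 2 (-7.51). Both stayed negative under every alternative that gave a value. The filter on all 6 arrays removed both probes and gave none. Of the hub genes, 0 to 1 passed the unadjusted threshold with an array left out, the 1 being IGFBP3 without vehicle replicate 2. The Table S2 count of 3 became 1 with the filter on all 6 arrays and 0 to 19 with an array left out. The counts of RT-PCR lncRNAs and of EMT genes past the unadjusted threshold stayed at 0 in limma under every alternative run. For the RT-PCR lncRNAs this says little, since only 1 was tested in each alternative except that without a filter, where all 5 were.

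Of 22 other single probes named, 15 were tested, of which 7 changed sign under some alternative and 8 did not, and 0 of the 22 had an adjusted p under 0.05 in limma under any alternative. With the slide as a block the log2 fold change was 0.037 for lncMBOAT1-4_2, -0.10 for CDH2, -0.080 for VIM and -0.021 for RXRB, and with normexp it was -0.093 for VIM. With an array left out, TGFB2 ranged from -1.01 to 0.46, CDH2 from -0.19 to 0.33, VIM from -0.028 to 0.15, SNAI2 from -1.15 to 0.37, RXRB from -0.18 to 0.10 and CYP2R1 from -0.11 to 0.27. The cause was not tested. Signals near the background limit lncBCAS1-4_1, IGF1, COL1A1, CDH1, 3 other RT-PCR lncRNAs and CYP27A1, which the filter kept from the test. Without the filter limma gave them adjusted p from 0.806 to 0.992. Of these, lncRWDD4-5_1, lncZNF599-3_6, COL1A1 and CYP27A1 changed sign under some alternative, with log2 fold changes from -0.74 to 1.08, -1.25 to 0.52, -1.19 to 0.41 and -0.64 to 0.63.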

Differences from the paper's values

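The alternatives named here were set before the data were examined, and the folds between sides of each split of the arrays were computed after the label conflict was seen.

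For lncRNAs past fold change 2 and unadjusted p 0.05, the paper's count is 606 and the count between the labels 364. The replicate block (435), the slide block (522) and leaving out 1α,25(OH)2D3 replicate 2 (459) or 3 (906) or vehicle replicate 1 (747) or 3 (464) came within 1.5 times of the paper's count. The other alternatives did not. Of these lncRNAs the paper reports 225 as lower, against 94. The slide block (228) and leaving out vehicle replicate 1 (165) came within 1.5 times, and the others did not. For mRNAs the paper reports 21 as lower, against 33. The filter on all 6 arrays (20), 1 probe per gene name (28), and leaving out 1α,25(OH)2D3 replicate 1 (19) or vehicle replicate 3 (29) came within 1.5 times, and the others did not.

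The paper's fold change of lncBCAS1-4_1 is 257.77, and the fold between the labels was 0.133. The paper's fold change of CYP24A1 is 1653.22. Between the labels the fold was 0.0275 for the probe in exon 10 and 0.0401 for the probe in exon 12. For IGFBP3 the paper's fold change is 2.2, against 0.649. The alternatives used the CYP24A1 probe in exon 10. None of them reached any of these values of the paper, and all 3 fold changes go in the opposite direction under every alternative that gave a value. From the authors' deposited log2 values, 1 of the 10 splits of the arrays into 3 and 3 gives 257.77 for lncBCAS1-4_1, 1653.22 for the CYP24A1 probe in exon 12 and 2.20 for IGFBP3. The same split gives 718.71 for the CYP24A1 probe in exon 10. It sets the arrays labelled 1α,25(OH)2D3 replicate 2 and vehicle replicates 1 and 3 against those labelled 1α,25(OH)2D3 replicates 1 and 3 and vehicle replicate 2, and it was chosen after seeing the values.

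In Fig. 1E, read by eye, the paper's array fold change is about 11 for lncZNF599-3_6, about 6 for lncMBOAT1-4_2, about -6.5 for lncRWDD4-5_1 and about -5 for lncKRT7-2_2, where a negative number is a fall. Between the labels the corresponding values were -1.05, -1.11, -1.03 and 1.85. Leaving out vehicle replicate 3 gave -1.67 for lncRWDD4-5_1, within 1 SD of the paper's on the log2 scale. No other alternative did so for any of the 4. All these alternatives keep the labels. The chosen probe of lncZNF599-3_6 was higher on 1α,25(OH)2D3 replicate 2 and vehicle replicates 1 and 3 than on the other arrays. Those of lncRWDD4-5_1 and lncKRT7-2_2 were lower there. These are the paper's directions on the split that gives its folds. The chosen probe of lncMBOAT1-4_2 was not divided in this way. The divided probes lie near the background, and their folds on this split were not computed. The RT-PCR products of lncMBOAT1-4_2 and lncZNF599-3_6 overlap no probe, so other probes of the same genes were used. For lncMBOAT1-4_2 the chosen probe lies far from the product, so its value may not describe this lncRNA. The probes nearest that product, which the filter left out, were higher on the same arrays as the lncZNF599-3_6 probe.

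The paper names lncBCAS1-4_1 and CYP24A1 as the most upregulated lncRNA and mRNA, whereas both were lower on the arrays labelled 1α,25(OH)2D3, and CYP24A1 had the lowest log2 fold change of the tested mRNA probes. The paper names lncRWDD4-5_1 as the most downregulated lncRNA, and its log2 fold change between the labels was -0.04. The paper counts as many mapped mRNAs in the network of Table S1 as the table has pairs, and these 140 pairs hold 56 distinct mRNAs.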

Other observations

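The 3 tests of why CYP24A1 does not follow the labels were chosen after the result was seen, as were the comparisons of the rank correlations and the simulation of arrays without a change, whereas the tests on other splits, on the slide, on intron probes and on Table S2 were written before it, with the numerical limits for the slide test set only when it was computed.

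Both CYP24A1 probes and the lncBCAS1-4_1 probe are high on the array labelled 1α,25(OH)2D3 replicate 2 and those labelled vehicle replicates 1 and 3, and low on the other 3. The slide is argued against, since the CYP24A1 probe in exon 12 differed by at least 9.93 on the log2 scale between the 2 arrays of slide 1. Normalization is argued against as well, since the gap between the 3 higher and the 3 lower arrays was at least 9.12 on the log2 scale in the unnormalized signal of that probe. Both are lower bounds, since the probe was not well above background on the 3 lower arrays, where its signal was set to no less than the lowest one well above background. A candidate explanation is that the labels of the deposited arrays differ from the groups the paper compared. Exactly 1 of the 10 splits gives the paper's folds of 257.77 and 1653.22 from the authors' deposited values, and this is not the labelled split. The same split gives the paper's 2.2 for IGFBP3. The other 9 gave 5.90 to 7.07 for lncBCAS1-4_1 and 1.00 to 1.56 for IGFBP3, larger side over smaller. For the CYP24A1 probe in exon 12 they gave 6.14 to 24.9. The correlation coefficients of Tables S1 and S2, which do not use labels, equalled those computed from the deposited values at 4 decimals for 59 of 78 mRNAs of Table S2. The paper reports the folds of 257.77, 1653.22 and 2.2 as increases. Under the label hypothesis its treated side would be the arrays labelled 1α,25(OH)2D3 replicate 2 and vehicle replicates 1 and 3. The labels in conflict would be 1α,25(OH)2D3 replicates 1 and 3 and vehicle replicates 1 and 3. This hypothesis was made and tested on the same arrays. By itself it does not say whether the labels or the paper's grouping are wrong, and the labels were kept. The paper's RT-PCR, a measurement apart from the arrays, reported both lncBCAS1-4_1 and CYP24A1 as strongly increased after treatment. That is the direction of the paper's grouping and not that of the labels. Cultures that did not respond to treatment, or vehicle cultures that carried the hormone, are biological or experimental explanations that were not tested directly. With the labels right, the labelled split of the deposited values gives 7.07 for lncBCAS1-4_1 and 24.9 for the exon 12 probe, larger side over smaller. The paper's 257.77 and 1653.22 therefore argue against either as the whole explanation.

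Chance cannot be excluded for the calls between the labels. Of the 10 splits, 4 gave at least as many lncRNA probes past the unadjusted threshold and 5 at least as many mRNA probes, the labelled split included. At the threshold of the methods all 10 did so in both classes, because the labelled split gave 0 in limma, with 2783 lncRNA and 903 mRNA probes at an unadjusted p under 0.05 and 0 of each with the methods' t-test. With 10 splits no share can fall under 0.1. With the filter on background, the most calls came from the split of 1α,25(OH)2D3 replicate 2 and vehicle replicates 2 and 3 against the rest. These were 748 lncRNA and 421 mRNA probes. The split that gives the paper's folds had 212 lncRNA and 135 mRNA probes, with 2 and 5 at the threshold of the methods. This split was fitted without a block for the slide or for pairs of arrays, so its counts do not allow for either. From the authors' deposited values without a filter on background it had 917 and 250, and the labelled split 1246 and 220. There the most lncRNA calls, 2230, came from 1α,25(OH)2D3 replicates 1 and 2 and vehicle replicate 3 against the rest. The most mRNA calls there, 556, came from 1α,25(OH)2D3 replicate 2 and vehicle replicates 2 and 3 against the rest. No split follows the slides, and the counts of the labelled split with the slide as a block were 522 and 186.

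Calls made from 1α,25(OH)2D3 replicates 1 and 2, which share a slide, against the vehicle arrays were compared with replicate 3, which was left out of the call and shares its slide with vehicle. Replicate 3 kept a median share of 0.031 of the change of the 906 lncRNA probes, against 0.739 and 0.402 for replicates 1 and 2 when each was left out in its turn. Simulated arrays without any change kept 0.383 to 0.405 of the lncRNA calls, because both changes are taken against the same vehicle arrays, so the 0.402 of replicate 2 is no retained change, while 0.031 is under what no change gives. A slide effect may explain that low share of the lncRNA calls, but it is a hypothesis, and wrong labels were not excluded as its source. For the mRNA probes replicate 3 kept 0.077, against 0.854 and 0.171, and simulated arrays 0.380 to 0.408. There the slide and other differences between the arrays cannot be told apart, because replicate 2, on slide 1, also fell under the share without change. A biological difference between cultures was not tested.

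The 3 highest of the 15 rank correlations between arrays took up each array once: 0.978 between 1α,25(OH)2D3 replicates 1 and 2, 0.974 between 1α,25(OH)2D3 replicate 3 and vehicle replicate 1, and 0.972 between vehicle replicates 2 and 3. Each of these pairs holds 1 array with a high and 1 with a low CYP24A1 signal. These are given as values, and no biological explanation was tested.

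The lncBCAS1-4_1 probe lies wholly in intron 7 of CYP24A1, so a candidate explanation of what it measures is signal from unspliced or intron-retaining transcripts of CYP24A1. The array has 0 other sense probes inside CYP24A1 introns, so the lncRNA and retained intron cannot be told apart from these probes. Over all genes the same question had no test, because 0 mRNA host genes passed the adjusted threshold in limma, with 903 mRNA probes at an unadjusted p under 0.05 and 0 at the threshold of the methods with the t-test.

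The correlations of Table S2 do not need a mean difference between the labelled groups, but their source cannot be told from this test. Over the 6 arrays the median absolute coefficient with lncBCAS1-4_1 was 0.88 over 71 of its mRNAs. After each labelled group's mean was removed it was 0.895, so it did not fall. Little could be removed in this way, and it says nothing about groups other than the labelled ones. Random mRNA probes matched on level and fold change gave 0.261 before the removal. After it they gave 0.358, and at most 0.462 in 100 draws. The paper chose the Table S2 mRNAs by their correlation on the same arrays, and the signal of lncBCAS1-4_1 varies mostly within the labels. These mRNAs would therefore exceed random ones in any case, and the comparison with random probes decides nothing. No biological explanation was tested.

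Apart from CYP24A1, none of the receptors and enzymes of vitamin D that were tested passed in limma after adjustment between the labels or had a fold change above 2. The log2 fold changes were 0.23 for VDR, 0.21 for RXRA, 0.35 for CYP27B1 (-0.23 with its other probe that passed the filter), 0.0039 for RXRB and 0.10 for CYP2R1. The sign for RXRB turned with the slide as a block and without 1α,25(OH)2D3 replicate 2 or vehicle replicate 3, and that for CYP2R1 without vehicle replicate 3. CYP27A1 was not well above background on any array. BCAS1 and PFDN4, genes on chromosome 20 near CYP24A1 that the paper names, had log2 fold changes of -0.70 and -0.18 with adjusted p of 0.867 and 0.905 in limma. With an array left out, BCAS1 ranged from -1.26 to -0.13 and PFDN4 from -0.37 to -0.017, and BCAS1 passed the unadjusted threshold without vehicle replicate 2.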
